# Neonatal cardiac dysfunction and transcriptome changes caused by the absence of Celf1

**DOI:** 10.1038/srep35550

**Published:** 2016-10-19

**Authors:** Jimena Giudice, Zheng Xia, Wei Li, Thomas A. Cooper

## Abstract

The RNA binding protein Celf1 regulates alternative splicing in the nucleus and mRNA stability and translation in the cytoplasm. Celf1 is strongly down-regulated during mouse postnatal heart development. Its re-induction in adults induced severe heart failure and reversion to fetal splicing and gene expression patterns. However, the impact of Celf1 depletion on cardiac transcriptional and posttranscriptional dynamics in neonates has not been addressed. We found that homozygous Celf1 knock-out neonates exhibited cardiac dysfunction not observed in older homozygous animals, although homozygous mice are smaller than wild type littermates throughout development. RNA-sequencing of mRNA from homozygous neonatal hearts identified a network of cell cycle genes significantly up-regulated and down-regulation of ion transport and circadian genes. Cell cycle genes are enriched for Celf1 binding sites supporting a regulatory role in mRNA stability of these transcripts. We also identified a cardiac splicing network coordinated by Celf1 depletion. Target events contain multiple Celf1 binding sites and enrichment in GU-rich motifs. Identification of direct Celf1 targets will advance our knowledge in the mechanisms behind developmental networks regulated by Celf1 and diseases where Celf1 is mis-regulated.

CUGBP, Elav-like family member 1, Celf1, belongs to a family of RNA binding proteins containing six paralogs (Celf1-6). Celf1 and Celf2 are mainly expressed in heart, skeletal muscle, and brain^1^,^2^. Celf1 is highly conserved and is involved in multiple RNA processing functions. In the nucleus, Celf1 regulates alternative splicing, polyadenylation, and RNA editing. In the cytoplasm Celf1 controls mRNA stability, and translation^3^. CELF1 has been implicated in diverse human diseases including mis-regulation in several cancers^4^,^5^,^6^,^7^, up-regulation in Myotonic Dystrophy type 1 (DM1)^8^,^9^,^10^,^11^, and more recently it has been associated with Alzheimer disease^12^,^13^.

Celf1 protein expression patterns during development are conserved in the chicken and mouse^14^. In heart Celf1 protein expression levels are high during embryogenesis and the perinatal period, start to decrease at postnatal (PN) day 6–7, and at adult stages are dramatically reduced^14^,^15^. This developmental down-regulation of Celf1 protein correlates with coordinated alternative splicing transitions that occur between birth and adulthood^15^. We previously demonstrated that transgenic over-expression of human CELF1 specifically in cardiomyoctes in adult mice leads to severe cardiac failure. These animals exhibit extensive mis-regulation of alternative splicing and gene expression developmental networks^15^,^16^,^17^,^18^. Heart failure has been shown to induce a switch to fetal programs of alternative splicing^19^,^20^ and gene expression^21^. When Celf1 is re-induced in adults it is unclear which transcriptional and posttranscriptional changes are directly driven by Celf1 rather than an indirect effect of cardiomyopathy. We thus chose to use homozygous Celf1 knock out (*Celf1* −/−) mice to identify putative Celf1 pre-mRNA (splicing) and mRNA (stability) targets in mouse neonatal hearts.

Constitutive *Celf1* −/− mice have previously been shown to be viable when in a mixed strain background but with early mortality, growth retardation, and impaired fertility in surviving adults^22^. Here we aimed to identify the transcriptional and posttranscriptional networks regulated in heart by Celf1 using these *Celf1* −/− mice^22^. We were particularly interested in the perinatal period when Celf1 protein levels are relatively high prior to postnatal down-regulation. We first confirmed previous findings regarding the smaller size and reduced viability of homozygous mice^22^. We detected altered electrophysiological and contractile functions at early postnatal stages that could explain reduced viability. Animals did not show abnormal cardiac functions at five weeks of age. Deep RNA-sequencing (RNA-seq) of *Celf1* −/− heart samples identified extensive transcriptional changes at postnatal day 3 (PN3). We identified 45 alternative splicing events that are responsive to Celf1 depletion. Most of these events contain Celf1-CLIP tags and are enriched for GU rich motifs within the alternatively spliced regions and/or the flanking sequences suggesting that they are direct Celf1 splicing targets. Ion transport and circadian rhythm genes are significantly down-regulated in hearts from PN3 *Celf1* −/− animals in comparison with wild type PN3 hearts. Furthermore, we identified a network of cell cycle genes that are significantly up-regulated in PN3 *Celf1* −/− hearts. These genes are enriched for Celf1 binding sites based on CLIP-seq data supporting a regulatory role for Celf1 at neonatal stages in regulating the stability of mRNAs from cell cycle genes.

## Results

### Celf1 loss of function impacts viability

Celf1 protein is down-regulated more than ten times during postnatal heart development^15^. Therefore, we first evaluated Celf1 protein expression levels in hearts at neonatal (PN3) and later (PN38-42) stages from *Celf1* −/− and *Celf1*+/+ animals by Western blot assays. Celf1 protein was completely absent in hearts from *Celf1* −/− neonates (Fig. 1a). Celf1 mRNA levels at PN3 were decreased 20-fold in *Celf1* −/− hearts based on RNA-seq data. 

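The RNA-seq data hold 2 libraries of each genotype at PN3, from ventricles of male mice, and mRNA levels are given as the FPKM values that the authors deposited from RSEM, in which fragments are scaled to transcript length and to the fragments on genes in the library. *Celf1* lies on the plus strand of chromosome 2 of mm9 from 90780539 to 90859654, where GENCODE annotates a protein coding gene. In *Celf1* −/− ventricles Celf1 mRNA measured 2.61 FPKM in replicate 1 and 3.03 FPKM in replicate 2, a mean of 2.82 ± 0.297 FPKM (SD, n = 2). In *Celf1* +/+ ventricles it measured 58.4 FPKM and 57.8 FPKM, a mean of 58.1 ± 0.410 FPKM (SD, n = 2). The ratio of the means corresponds to a 20.6-fold decrease. On the deposited counts, the log2 fold change was −4.21 (standard error 0.0885, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 4 libraries left out in turn, the log2 fold change stayed between −4.30 and −4.13.

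**Figure D1:**
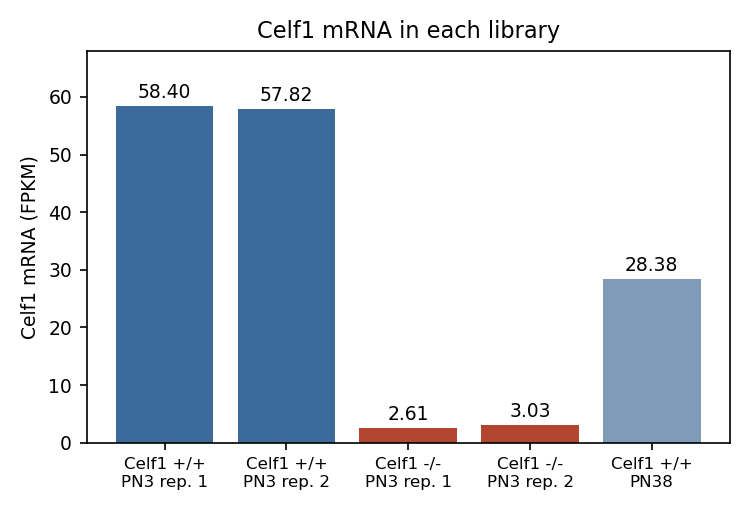
Celf1 mRNA in FPKM (vertical axis, starting at 0) in each of the 5 libraries, with one bar per library. Both *Celf1* −/− libraries at PN3 lie at or below 3.03 FPKM and both *Celf1* +/+ libraries at PN3 lie at or above 57.8 FPKM.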

Celf1 protein expression in adult (PN38-42) *Celf1* +/+ animals decreased approximately 40-fold and was not detected in *Celf1* −/− mice (Supplementary Fig S1). Only a slight up-regulation of the paralog Celf2 was observed and there was no change in level of Mbnl1, an RNA binding protein that co-regulates a subset of Celf1 targets (Fig. 1a).

As described previously^22^, *Celf1* −/− animals were smaller than their wild type littermates throughout postnatal development (Fig. 1b) and the number of three-four week old *Celf1* −/− animals from *Celf1* −/+ matings was significantly lower than expected. At PN3, we observed that out of 75 mice (from ten Celf1 −/+ matings), 42 were heterozygous, 21 were wild type, and only 12 were homozygous. On the other hand, out of 107 PN21-28 mice from 15 Celf1 −/+ matings, 65 were heterozygous, 32 were wild type, and only 10 were homozygous (Supplementary Table S1). For litters evaluated at PN3, *χ*^2^ did not reach significance, (Supplementary Table S1) although the data showed a trend toward a lower than expected number of Celf1 −/− animals. However, *χ*^2^ was significant (*p* < 0.001) at PN21-28 demonstrating that fewer homozygous animals than expected survived (Supplementary Table S1). Taken together and consistent with a previous report^22^, we conclude that Celf1 loss of function leads to retarded growth and reduced viability.

### Cardiac function is significantly affected in *Celf1* −/− neonates

We next examined cardiac functions at two developmental stages, early after birth (PN3-5) and in young adults (PN35-36). Echocardiogram and electrocardiogram (ECG) studies showed no significant differences between homozygous and wild type animals at PN35-36 (Supplementary Tables S2 and S3). However, at neonatal stages QTc (corrected QT interval) and QT dispersion (maximum QT interval minus minimum QT interval) were increased in *Celf1* −/− animals reflecting abnormalities in repolarization^23^ and disparity of ventricular recovery times^24^ (Fig. 2a, Supplementary Table S4). The volumetric fraction of blood pumped out of the left and right ventricles per heart-beat is known as the ejection fraction (EF). EF was reduced in *Celf1*−/− animals (62% ± 3%, *n* = 4) in comparison with heterozygous (69% ± 2%, *n* = 11, *p* = 0.18 homozygous versus heterozygous), and wild type mice (75% ± 3%, *n* = 7, *p* = 0.03 homozygous versus wild type) (Fig. 2b, left, Supplementary Table 5). Similarly, the shortening level of left the ventricular diameter between end-diastole and end-systole (fractional shortening, FS) was significantly reduced in homozygous animals (31% ± 2%, *n* = 4) in comparison with heterozygous (36% ± 2%, *n* = 11, *p* = 0.12 homozygous versus heterozygous), and wild type mice (41% ± 2%, *n* = 7, *p* = 0.02 homozygous versus wild type) (Fig. 2b, right, Supplementary Table S5). The other echocardiographic parameters showed no differences between genotypes and M-mode images (Supplementary Fig. S2) from each genotype are consistent with the quantitative data presented in Fig. 2b and Supplementary Table S5 in that there is little difference between the genotypes in the gross anatomic changes during contraction.

We studied more in detail the neonatal animals measuring their body weight, heart weight and tibia length. We normalized heart weights and body weights to tibia length since we observed differences in body weight. Overall, we observed that both PN3-5 homozygous females and males exhibited significant smaller body and heart weights than wild type animals (Fig. 2c).

In conclusion we found that neonate cardiac functions and morphology are impacted by the absence of Celf1. Hearts of PN3-5 *Celf1* −/− pups are smaller and show reduced function compared to those from wild type and heterozygous littermates, possibly contributing to reduced viability.

### Celf1 regulates alternative splicing in neonatal hearts

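Gene expression was measured in 5 libraries of polyadenylated RNA from ventricles of male mice on a mixed 129 and BL6 background, 2 from *Celf1* −/− mice at PN3, 2 from *Celf1* +/+ mice at PN3 and 1 from *Celf1* +/+ ventricles at PN38. The authors aligned the paired-end reads to mm9 with TopHat and estimated gene levels with RSEM, and the deposited values are expected counts, which are not normalized, and FPKM for each gene. Genes are numbered in the deposited values and carry no names, so each gene was named by matching its FPKM values to those listed in Supplementary Table S9, which gave a name to 2634 genes. The genotypes at PN3 were compared over the 12502 genes with at least 1 FPKM in both replicates of a genotype. The test was edgeR's quasi-likelihood test on the counts, normalized by the TMM method, with Benjamini-Hochberg adjustment (the false discovery rate, FDR), and the fold change used as a threshold was the ratio of mean FPKM. The comparison of PN38 with PN3 covered 12816 genes and took the spread between replicates from the PN3 libraries, since PN38 has a single library.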

To identify the transcriptional and posttranscriptional networks regulated by Celf1 in neonatal hearts, we performed RNA-seq using polyadenylated mRNA isolated from ventricles of *Celf1* −/− and *Celf1* +/+ animals at PN3 and from *Celf1* +/+ animals at PN38 at which point Celf1 levels have decreased (Supplementary Fig. S1). 

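The expected counts on genes summed to 133987815 and 139769909 in the *Celf1* −/− libraries at PN3, to 129306037 and 122715683 in the *Celf1* +/+ libraries at PN3 and to 108044284 in the *Celf1* +/+ library at PN38. Set against the number of mapped reads that the paper lists for each library, these sums came to between 79.6% and 81.0% in the 4 PN3 libraries and to 61.0% in the PN38 library. The most abundant gene took 5.41% of the counts at PN38 and between 2.07% and 2.38% in the PN3 libraries. Between 11883 genes (PN38) and 12547 genes (*Celf1* +/+ at PN3, replicate 2) reached 1 FPKM. Within a genotype at PN3, the median absolute log2 difference between the replicates was 0.102 in *Celf1* −/− and 0.0894 in *Celf1* +/+ ventricles.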

The high quality of the RNA-seq data was reflected by efficient mapping to the genome for all samples (85–86%) and sufficient depth for alternative splicing analysis (>179,000,000 paired end reads) (Supplementary Table S6). Alternative splicing data (percent spliced in, PSI) from two replicates of homozygous or two wild type samples showed high levels of correlation (Pearson = 0.98 for *Celf1* +/+ animals, Pearson = 0.95 for *Celf1* −/− animals) (Fig. 3a).

We identified 45 alternative splicing events affected in *Celf1* −/− neonatal heart (|Δpsi| ≥ 15%) (Supplementary Table S7). Out of the 45 events, 27 (60%) exhibited more inclusion in *Celf1* −/− compared to wild type animals (psi_*Celf1*+/+_ < psi_*Celf1/−*_) and 18 (40%) transitions showed the opposite change (psi_*Celf1*__+/+_ > psi_*Celf1/−*_) (Fig. 3b). The affected alternative splicing events were mainly cassette exons (28 events, 62%) and a lower proportion of them were intron retention (IR) (nine events, 20%), mutually exclusive exons (MXE) (six events, 13%), and alternative 3′ splice site selection (A3SS) (two events, 4%) (Fig. 3c). On the other hand, alternative splicing events regulated during postnatal development (PN3 to PN38) were more equally distributed in terms of skipping/inclusion: 161 events (52%) showed more inclusion at PN38 than in neonates, and 150 events (48%) showed more skipping at PN38 (Fig. 3d). Developmentally regulated splicing events were also mainly cassette exons (168 events) and 62 IR events, 45 MXE, 15 A3SS, and 21 alternative 5′ splice sites (A5SS) (Fig. 3e).

From the 45 alternative splicing events responsive to Celf1 depletion at PN3 only nine events were also regulated during development between PN3 and PN38 when Celf1 levels decrease (five of them in the same direction as development and four in the opposite direction) (Fig. 3f). Gene ontology analysis of the genes with alternative splicing changes in PN3 *Celf1*−/− animals revealed that the most significantly enriched categories were related to chromatin organization (purple), cytoskeleton functions and cell-cell contact (green), and lipid and glucose metabolism (yellow) (Fig. 3g).

### Alternative splicing events sensitive to Celf1 depletion contain Celf1 CLIP tags and are enriched in GU rich motifs

We next validated the alternative splicing data by reverse transcription (RT) PCR experiments. We designed primers annealing in the constitutive flanking regions of 16 alternative regions regulated by Celf1 depletion at PN3 (Supplementary Table S8). We performed RT-PCR using heart RNA from *Celf1* +/+ and *Celf1*−/− animals at PN3 and PN38–42 (Fig. 4a,b, and Supplementary Fig. S3). The correlation between Δpsi (psi_*Celf1*−/−_ - psi_*Celf1*+/+_) at PN3 obtained by RT-PCR and by RNA-seq was high (Pearson coefficient = 0.89) confirming the validity of quantitative splicing analysis from the RNA-seq data (Fig. 4c and Supplementary Table S8).

Celf1 binds GU rich motifs in regions in close proximity to the regulated splicing event^25^. We thus analyzed the motifs enriched in 22 alternative regions and 500 bp up- and downstream using MEME software^26^. A GU rich motif was most significantly enriched being present in 16 out of the 22 splicing events analyzed (Supplementary Fig. S4a,b). Interestingly a GA rich motif was also enriched (Supplementary Fig. S4a). Motif enrichment analysis was used as a first approach to investigate the potential splicing targets of Celf1. However, to better evaluate direct Celf1 effects on alternative exons we looked for already available experimental evidence of Celf1 binding to pre-mRNAs. High-throughput sequencing of RNA isolated by crosslinking immunoprecipitation (HITS-CLIP)^27^ allows global identification of targets for specific RNA binding proteins in cells. We used a Celf1 HITS-CLIP data set from the mouse C2C12 cell line^28^ to analyze Celf1-CLIP tags within or in close proximity to the alternative splicing events sensitive to the absence of Celf1 in neonatal hearts. Out of the 45 events we found that 31 (69%) contained at least one Celf1-CLIP tag within the alternative region +/− 500 bp up- or downstream (Supplementary Fig. S4c, left). The presence of Celf1-CLIP tags was significantly higher (*p* = 0.001) within +/− 500 bp around alternative spliced regions affected by *Celf1* −/− than around 50 alternative splicing events responsive only to *Mbnl1* −/− (Supplementary Fig. S4c, right). Four events (9%) contained Celf1-CLIP tags in the flaking 500–800 bp, and the remaining 10 events (22%) did not contain any Celf1-CLIP tag within the alternative region or the flanking sequences (+/−800 bp) (Supplementary Fig. S4c).

In summary, we identified alternative splicing events that are likely to be direct Celf1 targets in neonatal mouse heart. This conclusion is mainly based on the fact that they *i)* respond to Celf1 depletion in neonatal hearts, and *ii)* contain Celf1-CLIP tags within the alternative exons and/or the flanking regions.

### Cell cycle gene mRNAs are up-regulated in PN3 *Celf1*−/− hearts and are enriched for Celf1 CLIP tags

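Of the 12502 genes tested between *Celf1* −/− and *Celf1* +/+ hearts at PN3, 2955 had an unadjusted p under 0.05 and 7 passed FDR 0.05 in edgeR's quasi-likelihood test. Each of the 7 had both *Celf1* −/− libraries on the same side of both *Celf1* +/+ libraries, and each differed by at least 1.5 fold. Besides *Celf1*, these included a feature beside it that is named only by a clone accession. The largest decrease among the others was that of *Vtn* (gene 3835, chromosome 11 of mm9 from 78312593 to 78315826), which measured 2.28 FPKM in each *Celf1* −/− library and 7.53 and 7.37 FPKM in the *Celf1* +/+ libraries, a log2 fold change of −1.69 (standard error 0.114, adjusted p = 0.046). *Ifi203* (gene 1247, chromosome 1 from 175850538 to 175872803) had a log2 fold change of −1.02 (standard error 0.0733) and belongs to a family of similar genes between which RSEM can split reads. *Ivd* (gene 14518, chromosome 2 from 118687690 to 118708645) had a log2 fold change of −0.91 (standard error 0.0578). *Nppa* (gene 18386, chromosome 4 from 147374831 to 147376188) was the gene that rose, from 506 ± 75.2 to 1810 ± 66.6 FPKM (SD, n = 2 each), with a log2 fold change of 1.86 (standard error 0.132). The adjusted p of *Ifi203*, *Ivd* and *Nppa* was also 0.046 in that test. With the replicate number added as a block, *Vtn*, *Ifi203* and *Ivd* no longer passed FDR 0.05.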

RNA-seq revealed a large number of genes differentially expressed in the absence of Celf1 in neonatal hearts (Supplementary Table S9). Correlation analysis of the gene expression levels expressed as FPKM (fragments per kilobase of transcript per million mapped reads) for *Celf1* −/− and *Celf1* +/+ biological replicates at PN3 showed high Pearson coefficients (1.00 and 0.91, respectively) demonstrating reproducibility (Fig. 5a). 

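Over the 12502 genes tested at PN3, Pearson's r of FPKM between replicates was 0.993 for *Celf1* −/− and 0.997 for *Celf1* +/+ libraries. These are correlations across genes, which are not independent replicates, and no test was made of them. Restricted to the genes that Supplementary Table S9 lists for PN3, r was 0.911 for *Celf1* −/− and 0.995 for *Celf1* +/+ libraries. In that list the beta globin gene *Beta-s* measured 1321 FPKM in *Celf1* −/− replicate 1 and 2926 FPKM in *Celf1* −/− replicate 2, and without it r was 0.956 for *Celf1* −/− libraries. On the scale of log2(FPKM + 1), r over the tested genes was 0.990 for *Celf1* −/− and 0.994 for *Celf1* +/+ libraries.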

We next analyzed the number of transcripts differentially expressed (≥1.5 fold, with FDR ≤ 0.05) in *Celf1* −/− compared to *Celf1* +/+ hearts at PN3 and those differentially expressed during heart development between PN3 and PN38 in *Celf1* +/+ mice (≥2.0 fold, with FDR ≤ 0.05; threshold differences are due to the extensive number of genes developmentally regulated). There were 483 genes differentially expressed in *Celf1* −/− compared to *Celf1* +/+ in PN3 hearts (287 down-regulated and 198 up-regulated) (Fig. 5b, left). 

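At FDR 0.05 and 1.5 fold, edgeR's quasi-likelihood test called 6 genes lower and 1 gene higher in *Celf1* −/− hearts. These counts moved with the test and with the FDR threshold. On the same genes and libraries, edgeR's exact test called 234 genes lower and 139 higher, and DESeq2 called 232 lower and 139 higher, with 340 genes called by both. At FDR 0.2, a threshold chosen after seeing the data, the quasi-likelihood test called 284 lower and 159 higher. Of the genes that Supplementary Table S9 lists for PN3, 721 passed FDR 0.05 in the exact test, 852 in DESeq2 and 7 in the quasi-likelihood test, and 921 had an unadjusted p under 0.05 in the latter. Without a test, 355 genes were at least 1.5 fold lower and 207 at least 1.5 fold higher by the ratio of mean FPKM. With each library left out in turn, from 280 to 616 genes were lower and from 183 to 450 were higher. Libraries with the same replicate number in both genotypes deviated from their group means in the same direction, with a correlation across genes of 0.22, where genes are not independent replicates. With the replicate number as a block (replicate block) in the quasi-likelihood fit, 4 genes were called lower and 2 higher.

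**Figure D2:**
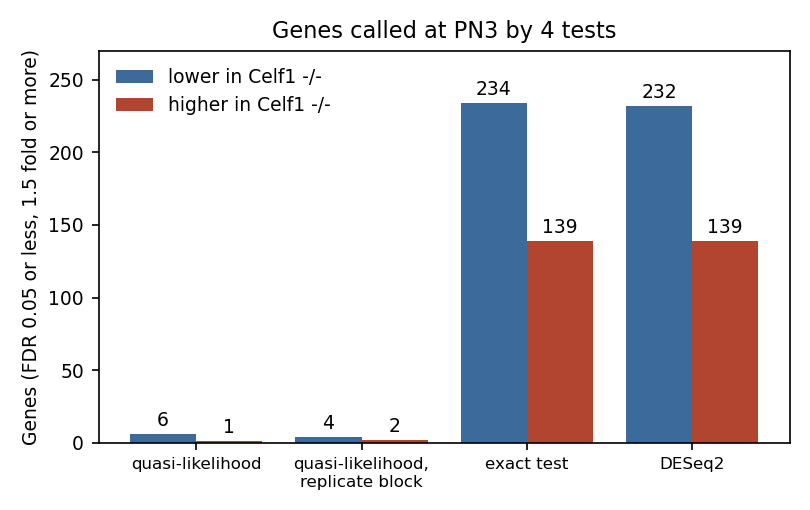
Number of genes (vertical axis, starting at 0) past FDR 0.05 and 1.5 fold between *Celf1* −/− and *Celf1* +/+ hearts at PN3, under 4 tests on the same 4 libraries. The quasi-likelihood test gives 6 genes lower and 1 higher, against 234 and 139 for the exact test.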

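Between PN3 and PN38 in *Celf1* +/+ ventricles, 2866 genes were lower and 939 genes were higher at PN38 at FDR 0.05 and 2.0 fold in edgeR's quasi-likelihood test, with the fold taken from FPKM. PN38 has 1 library, so the difference has no replicate check at that age, and the test assumes that libraries at PN38 would vary as those at PN3 do. These counts moved most with the scaling of the fold change. FPKM placed the median gene at a log2 ratio of −0.46 between PN38 and PN3, and TMM-normalized counts placed it at −0.02. With the fold taken from TMM-normalized counts, 1464 genes were lower and 1642 were higher. The TMM factor of the PN38 library was 0.787 and those of the PN3 libraries lay between 1.04 and 1.08. Among the genes with a name, the largest decreases by the ratio of FPKM were those of *E130309F12Rik*, *Olfr608* and *Tnni1*. *E130309F12Rik* and *Olfr608* were each at 0 FPKM at PN38, from means of only 2.38 and 3.69 FPKM at PN3. *Tnni1* measured 0.16 FPKM at PN38 and 1814 ± 292 FPKM (SD, n = 2) at PN3. On TMM-normalized counts *Tnni1* fell the most of these, with log2 fold changes of −13.0 for *Tnni1*, −11.4 for *Olfr608* and −9.28 for *E130309F12Rik*. *Art1* (121 FPKM at PN38, 3.54 ± 0.601 at PN3), *Ces1d* (61.7 FPKM, 1.98 ± 1.20) and *Xirp2* (199 FPKM, 8.23 ± 1.07) had the largest increases. Their log2 fold changes were 5.56 for *Art1*, 5.42 for *Ces1d* and 4.88 for *Xirp2*. Of the 3805 genes past both thresholds, 1704 carry no name.

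**Figure D3:**
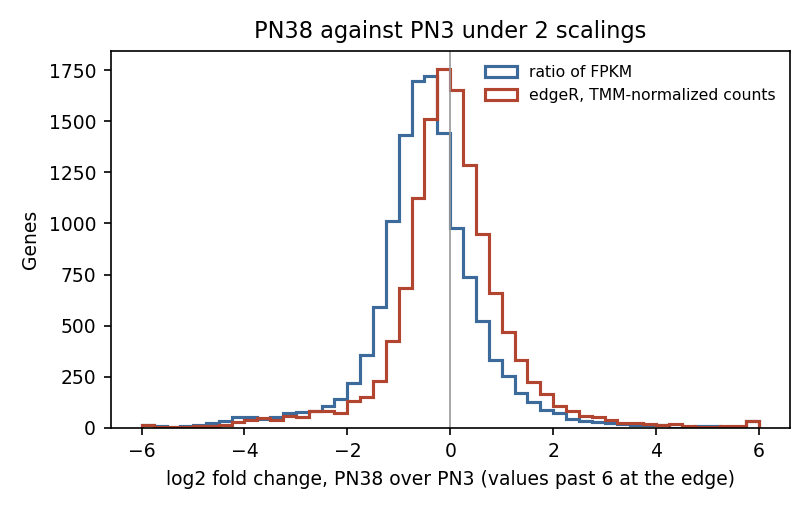
Number of genes (vertical axis) by log2 fold change between PN38 and PN3 in *Celf1* +/+ ventricles (horizontal axis), with the fold from FPKM or from edgeR on TMM-normalized counts. The distribution from FPKM has its median at −0.46.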

During *Celf1* +/+ mouse postnatal heart development 3,023 genes were down-regulated and 976 genes were up-regulated (Fig. 5b, right).

Global gene ontology analysis of the genes differentially expressed in *Celf1* −/− hearts at PN3 revealed a significant enrichment in functions related to cell cycle and proliferation (up-regulated) and ion transport, immune response, and circadian rhythm (down-regulated) (Fig. 5c and Supplementary Tables S10 and S11). 

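The genes that Supplementary Table S11 lists for metal ion transport (14 genes), the immune response (13 genes) and circadian rhythm (5 genes) were followed in the PN3 libraries. In all 3 lists, every gene was lower in both *Celf1* −/− libraries than in both *Celf1* +/+ libraries. These lists were drawn from the genes the paper had called as lower, so no test was made of a list as a whole. The median log2 ratio of mean FPKM was −0.93 for metal ion transport, −0.82 for the immune response and −0.57 for circadian rhythm. The standard deviation of these medians over the 4 pairs of single libraries was 0.136, 0.131 and 0.208. In metal ion transport the change was largest for *Cacng6* (gene 21830, chromosome 7 of mm9 from 3425423 to 3435658), with a log2 fold change of −2.20 (standard error 0.197, adjusted p = 0.053 from edgeR's quasi-likelihood test). The smallest change in that list and in the immune response list was that of *Kcnj8* (gene 21756, chromosome 6 from 142513459 to 142519876), with a log2 fold change of −0.54 (standard error 0.162, adjusted p = 0.16). Among the circadian genes, *Dbp* had a log2 fold change of −0.67 (adjusted p = 0.11), *Per3* of −0.70 (adjusted p = 0.11), *Tef* of −0.58 (adjusted p = 0.14), *Nr1d1* of −0.52 (adjusted p = 0.084) and *Per1* of −0.52 (adjusted p = 0.15) in the same test. At FDR 0.05 and 1.5 fold, the quasi-likelihood test called 1 metal ion transport gene, 1 immune response gene (*Vtn*) and 0 circadian genes, although all 5 circadian genes had an unadjusted p under 0.05. With the replicate block, the quasi-likelihood test called 0 genes in each of the 3 lists, and with all 5 libraries it called 2, 2 and 0. The exact test called 13, 9 and 2 genes of the lists at both thresholds, and 14, 11 and 5 passed FDR 0.05 in it without the fold threshold.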

Celf1 has been shown to bind 3′ UTRs of transcripts and regulate mRNA stability^28^,^29^,^30^. To test the hypothesis that the absence of Celf1 in PN3 hearts affected mRNA levels of cell cycle genes we evaluated the presence of Celf1-CLIP tags within all of the 31 genes listed in the cell cycle category that was one of the most significant and the category with the highest number of genes (cell cycle, *p* = 2E-31) (Supplementary Table S10). 

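All 31 genes of the cell cycle category were among the genes tested at PN3, and each was higher in both *Celf1* −/− libraries than in both *Celf1* +/+ libraries. The log2 ratio of mean FPKM lay between 0.54 (*Spag5*) and 0.72 (*Spc25*), with a median of 0.59. The standard deviation of the median log2 value over the 4 pairs of single libraries was 0.219. *Spc25* (gene 13688, chromosome 2 of mm9 from 69031952 to 69044251) measured 50.6 and 54.1 FPKM in *Celf1* −/− hearts and 37.8 and 25.7 FPKM in *Celf1* +/+ hearts, a log2 fold change of 0.71 (standard error 0.189, adjusted p = 0.14 from edgeR's quasi-likelihood test). *Ube2c* (gene 15364, chromosome 2 from 164595398 to 164604322) measured 130 ± 14.7 FPKM in *Celf1* −/− and 85.9 ± 23.0 FPKM in *Celf1* +/+ hearts (SD, n = 2 each), a log2 fold change of 0.61 (standard error 0.198, adjusted p = 0.17). *Spag5* (gene 3826, chromosome 11 from 78115031 to 78135959) had a log2 fold change of 0.55 (standard error 0.172, adjusted p = 0.17). All 31 genes had an unadjusted p under 0.05, and 0 passed FDR 0.05 in that test, with adjusted p from 0.11 to 0.18. In edgeR's exact test 29 of the 31 passed FDR 0.05, and 16 of the 31 reached 1.5 fold. With each library left out in turn, the median log2 value ran from 0.41 to 0.78. The cell cycle list was chosen from the genes the paper had called as higher, so the list as a whole was not tested.

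**Figure D4:**
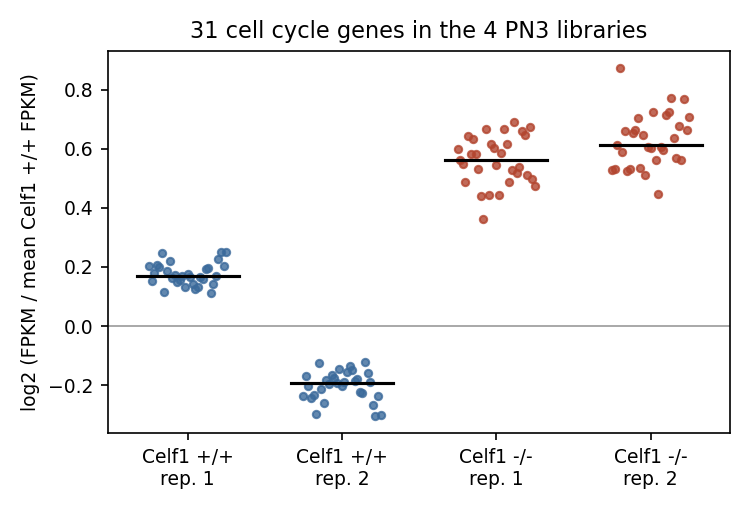
The log2 of FPKM over the mean FPKM of the *Celf1* +/+ libraries (vertical axis) for the 31 cell cycle genes in the 4 PN3 libraries, with one point per gene and a line at the median. Every gene lies higher in both *Celf1* −/− libraries than in both *Celf1* +/+ libraries.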

We analyzed two groups of genes side by side: *i)* the 31 cell cycle genes (group a), and *ii)* a set of randomly selected 31 genes that did not show mRNA expression changes in *Celf1*−/− mice (group b). Visual inspection of all 62 genes using the UCSC genome browser revealed that cell cycle genes (group a) contained more Celf1-CLIP tags per gene in their 3′ UTRs in comparison with genes that were not affected by Celf1 loss (group b) (Fig. 6 show two examples of each group).

This observation led us to systematically compute the Celf1-CLIP tags present within the 3′ UTRs and those located within intronic and exonic regions for each of the cell cycle genes of group a (left side of Supplementary Table S12). We performed similar analysis in the 31 genes randomly selected that were unaffected by Celf1 deletion (group b) (right side of Supplementary Table S12). The analysis revealed that Celf1-CLIP tags are significantly more prevalent in 3′UTRs of the regulated cell cycle genes (group a) compared to the set of control genes (group b) that are not affected by Celf1 loss of function (Fig. 6b). There were no significant differences in the presence of Celf1-CLIP tags within intronic or exonic regions of these two sets of genes (group a *versus* group b) however the total number of CLIP tags (3′UTR + introns and exons) was significantly different reflecting the differences in the 3′UTRs (Fig. 6b). In addition the correlation between Celf1-CLIP tags and the level of up-regulation (fold change) was higher for the 3′UTRs (Pearson = 0.5) than for the intronic or exonic regions (Pearson = −0.1) and total (Pearson = 0.2) (Fig. 6c) consistent with a correlation between Celf1 binding and mRNA levels.

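The fold changes of the 31 cell cycle genes were computed again as ratios of mean FPKM at PN3 and set against the paper's CLIP tag counts in Supplementary Table S12. Across genes, which are not independent replicates, Pearson's r was 0.489 for tags in 3′ UTRs (two-sided permutation test with 100000 resamples, p = 0.0054, 0.016 after Benjamini-Hochberg adjustment over the 3 kinds of tag). For intronic and exonic tags r was −0.11 (permutation p = 0.55, adjusted p = 0.55), and for total tags it was 0.242 (permutation p = 0.19, adjusted p = 0.28). Spearman's rho was 0.522 for 3′ UTR tags (permutation p = 0.0032, adjusted p = 0.0095), 0.0449 for intronic and exonic tags and 0.349 for total tags. Without the 2 genes farthest from the median fold change, r for 3′ UTR tags was 0.559. With one of the 4 libraries left out, it ran from 0.154 to 0.433, and the coefficient for 3′ UTR tags was no longer the highest of the 3 without replicate 2 of either genotype. Without *Celf1* −/− replicate 2 it was 0.154, against 0.199 for intronic and exonic tags and 0.245 for total tags, and without *Celf1* +/+ replicate 2 it was 0.306, against 0.205 and 0.349.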

Although our experiments and data cannot rule out other mechanistic scenarios, one possible explanation is that Celf1 may regulate the mRNA stability of a subset of cell cycle genes by binding to the 3′UTRs. Assuming the hypothesis that Celf1 binding promotes mRNA decay^31^, mRNAs would be stabilized in the absence of Celf1 consistent with the observed mRNA up-regulation in PN3 *Celf1*−/− hearts. Further molecular experiments will be necessary to confirm this hypothesis and/or identify more complex mechanistic explanations for our global and high-throughput findings.

## Discussion

We have characterized the *Celf1* −/− mice complementing previous work from Luc Paillard and colleagues^22^,^32^. While past studies focused on the physiological impact of Celf1 depletion in growth, spermatogenesis, and skeletal muscle, we provide characterization of the cardiac features in *Celf1*−/− neonatal heart when Celf1 protein is normally high. Celf1 is a RNA binding protein that orchestrates multiple transcriptional and posttranscriptional programs important in normal development and disease. The mis-regulated expression of CELF1 seen in several diseases highlights the potential physiological importance of these coordinated networks. While the transcriptional and posttranscriptional effects of CELF1 over-expression have been studied *in vivo*^15^,^16^,^17^, the effects of Celf1 loss of function have not. This is particularly important in cardiac biology because Celf1 is down-regulated during postnatal development and its up-regulation in adult cardiomyocytes leads to heart failure^15^,^16^,^18^.

The alternative splicing events that we found to be responsive to the absence of Celf1 in PN3 heart were also enriched for Celf1-CLIP tags within the variable region or in the flanking sequences together with GU rich preferred binding motifs for Celf1. These data suggest that the identified splicing events are likely to be direct Celf1 targets. Many of these splicing events are regulated by Celf1 depletion in C2C12 cells (unpublished data), reducing concern of secondary effects *in vivo*.

In terms of gene expression, it is interesting to note that it was previously shown that a dominant negative CELF protein expressed in heart produced a mild phenotype in young animals that resolved with aging^33^. Similarly to that study, our results also described the spontaneous recovery of a heart phenotype. 

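At FDR 0.05 and 2.0 fold, edgeR's quasi-likelihood test called 5 genes lower and 1 gene higher in *Celf1* −/− than in *Celf1* +/+ hearts at PN3. With edgeR's exact test, 67 genes were lower and 30 were higher at these thresholds, and with DESeq2 62 were lower and 26 were higher. Expression in hearts with the dominant negative was not analysed here.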

Overlapping analyses indicate that only three of the genes affected by the mild or severe CELF1 dominant negative were also affected in the *Celf1*−/− PN3 hearts using the 2.0 fold change in gene expression. For all three, the gene expression was affected in the same direction for the dominant negative and *Celf1*−/− hearts consistent with a loss of function. However the relatively small number of genes precludes making firm conclusions.

We identified a set of cell cycle genes that are up-regulated in the absence of Celf1 in PN3 hearts. We also provided evidence that the 3′UTRs of the cell cycle gene mRNAs are enriched for Celf1 binding sites. This binding is expected to destabilize the mRNA and therefore the absence of Celf1 at early neonatal stages is expected to stabilize cell cycle transcripts consistent with the up-regulation we observed. In heart and other tissues such as liver and brain, cell cycle and cell proliferation genes are strongly down-regulated after birth to allow cell differentiation and tissue maturation for adult functions^16^,^34^,^35^. The fact that cell cycle genes are up-regulated when Celf1 is absent at PN3 together with the Celf1-CLIP tag presence in their 3′UTRs is compatible with the idea that Celf1 is exerting a destabilizing role on those transcripts. However, we cannot rule out other molecular mechanisms involved in the up-regulation of cell cycle genes observed in neonatal hearts when Celf1 is absent. Among these other mechanisms we should mention regulators acting in concert with Celf1 and transcriptional modifiers (transcription factors, epigenetics modifiers, etc.) regulated by Celf1 depletion that are the direct drivers of the changes in cell cycle genes. In addition, during normal postnatal development Celf1 is down-regulated^15^ as are the cell cycle genes^16^ leading to an apparent discrepancy However, postnatal heart development is highly dynamic with regard to gene expression changes^16^ (Fig. 5). This apparent discrepancy can be likely due to a scenario in which Celf1 contributes to maintaining a level of mRNAs by acting in combination with additional regulatory factors that become dominant repressors of mRNA, chromatin or transcription in the postnatal to adult transition. 

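In the RNA-seq data, Celf1 mRNA in *Celf1* +/+ ventricles decreased 2.05-fold in FPKM between PN3 and PN38, with 1 library at PN38. On TMM-normalized counts, its log2 fold change was −0.57 (standard error 0.0970, adjusted p = 0.0049 from edgeR's quasi-likelihood test, with the spread taken from the PN3 libraries). All 31 cell cycle genes were lower at PN38 than in both *Celf1* +/+ libraries at PN3, and 30 of them were called at FDR 0.05 and 2.0 fold. Their median log2 ratio was −3.85 in FPKM, against −0.46 for the median of all tested genes, and −3.42 with TMM-normalized counts. *Spc25* measured 1.27 FPKM at PN38 (log2 fold change −4.19) and *Ube2c* measured 3.83 FPKM (log2 fold change −4.04).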

Although our work open important new molecular questions to address experimentally, this work provides a new high-throughput view of the transcriptional dynamics in the absence of Celf1 in neonatal hearts.

## Methods

### Animals

All animals were handled following the NIH Guidelines for Use and Care of Laboratory Animals that were approved by the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine. Dr. Luc Paillard from the Centre National de la Recherche Scientifique (CNRS, France) kindly provided us the *Celf1* −/+ heterozygous mice (mixed 129Sv/BL6 strain)^22^. Animals were anesthetized before cervical dislocation (older than PN21) or decapitation (neonatal) and the hearts were removed. Blood and atria were carefully removed and the ventricles were flash frozen in liquid nitrogen and kept at −80 °C until use. Littermates were used for comparisons between genotypes for physiological and molecular analyses to standardize differences between animals and reduce variability as much as possible due to the mixed strain background. While we did not perform a formal survival analysis, an analysis of animals not selected for euthanasia provides a sense of reduced *Celf1*−/− survival detected by PN3 suggesting either reduced fetal or neonatal survival and a fraction of animals survive beyond two months of age (Supplementary Fig. S5).

### Western blot assays

Ventricles were lysed in HEPES-sucrose buffer (10 mM HEPES pH 7.4, 0.32 M sucrose, 1 mM EDTA, and proteases inhibitors) using Bullet blender (Next Advance). SDS was added after tissue disruption until a final concentration of 1%. Samples were sonicated for 3 min at 75 V (30 s on, 30 s off) and centrifuged for 10 min at 14,000 r.p.m at 4 °C. Supernatants were transferred into new tubes and the protein concentration was estimated utilizing the Pierce BCA protein assay kit (Thermo Scientific #23225). Samples were diluted in loading buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 0.2% Bromophenol blue, 20% glycerol, 200 mM β-mercaptoethanol) and boiled for 5 min. A total amount of 40 μg protein was separated by 10% SDS-PAGE and transferred into nitrocellulose membranes for 2 h at 120 V. Membranes were blocked with 5% non-fat dried milk in 0.1% Tween-TBS buffer (T-TBS) for 1 h, washed and incubated overnight at 4 °C with primary antibodies diluted in 5% milk/T-TBS: mouse monoclonal anti-CUG-BP1, clone 3B1 (Milipore, #05-621) (1:1,000), mouse monoclonal anti-MBNL1 (Life Span #LS-B4372), a home made mouse monoclonal anti-Celf2 antibody (Etr3 clone 1H2)^36^ (1:1,000), rabbit polyclonal anti-sarcomeric alpha actinin (Abcam, #ab72592) (1:2,000). The next day, membranes were incubated with the secondary antibodies (1:5,000) diluted in 5% milk/T-TBS for 1 h at room temperature. The secondary antibodies were a peroxidase-conjugated goat anti-mouse IgG light chain specific (Jackson Immunoresearch, #115-035-174) and goat anti-rabbit IgG horseradish peroxidase-conjugated (Invitrogen, # 621234). Membranes were developed using the Super Signal West Pico Chemiluminiscent Substrate kit (Thermo Scientific #34080).

### RNA isolation

RNA was extracted using the RNeasy fibrous tissue mini-kit (Qiagen #74704) following manufacturer protocols.

### Alternative splicing validation by RT-PCR

RT reactions were performed using the High Capacity cDNA RT Kit (Applied Biosystem #4368814) and PCRs using GoTaq DNA Polymerase (Promega #M7123). In both cases, manufacturer protocols were followed. PCR program contained the following steps: *(i)* 95 °C for 1 min 45 s, *(ii)* 28 cycles of 95 °C for 45 s, 57 °C for 45 s and 72 °C for 1 min, *(iii)* 72 °C for 10 min, and *(iv)* 25 °C for 5 min. Primer sequences (Sigma) for the alternative splicing events evaluated are described in Table S8. PCR products were analyzed by 6% PAGE. We quantified the percentage spliced in (psi)^37^ of the alternative regions by densitometry using ImageJ plugin for gel analysis and following equation 1 (Eqn 1).

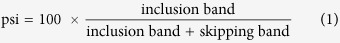

### Genotyping

DNA was extracted from tail clips using Direct PCR lysis reagent (Viagen #102-T) following manufacturer protocols. PCR reactions were then performed using GoTaq DNA Polymerase (Promega #M7123) and the following primers (Sigma): *i)* for the Celf1 mutant allele (expected size 690 bp), Celf1-ko-mut-F 5′- GAA TTA TGG CCC ACA CCA GT-3′ and Celf1-ko-mut-R 5′-GAG GGT TTT GGC TCC TAT CC-3′ and *ii)* for the wild type Celf1 allele (expected size 490 bp), Celf1-ko-wt-F 5′-GGA CCA CCA GAG CTA CAG ACA-3′ and Celf1-ko-wt-R 5′-ACC ACC CAG ACC AAC CAG AT-3′. In both cases we multiplexed these PCRs using beta casein as an internal loading control with the following primers: Csn2-F 5′-GAT GTG CTC CAG GCT AAA GTT-3′ and Csn2-R 5′-AGA AAC GGA ATG TTG TGG AGT-3′ (expected band size 525 bp). For gender determination of postnatal mice we used the following set of primers in combination with the Csn2-F and Csn2-R for internal loading control: SRYdn 5′-GAG TAC AGG TGT GCA GCT CTA-3′ and SRYup 5′- CAG CCC TAC AGC CAC ATG AT-3′ (male expected size band: 450 bp). PCR program contained the following steps: *(i)* 95 °C for 1 min, *(ii)* 30 cycles of 95 °C for 30 s, 60 °C for 30 s and 72 °C for 30 s, *(iii)* 72 °C for 5 min, and *(iv)* 25 °C for 10 min. Amplification products were analyzed by 1% (mutant band) or 2% (wild type band and gender determination) agarose gel electrophoresis.

### RNA-seq experiments

RNA-seq samples were analyzed for quality and only those samples passing the following criteria were used for RNA-seq: *i)* RNA integrated number (RIN) ≥ 8.6, *ii)* ratio A_260nm_/A_280nm_ ≥ 1.8, *iii)* ratio A_260nm_/A_230nm_ ≥ 1.4, and *iv)* ratio r28S/16S ≥ 1.5. RNA sample preparation for sequencing was performed using Illumina TruSeq protocols as previously described^16^. A paired-end 100 cycles run was used to sequence the flow-cell on a HiSeq2000 Sequencing System

### Computational processing of RNA-seq data

Paired-end reads were aligned to the mouse genome (mm9) using TopHat 2.0.5^38^. RSEM^39^ was used for differentially expressed gene analysis and FPKM calculation. In this manner we computed the number of fragments that mapped into Ensembl gene models, and followed by edgeR^40^ we obtained the differentially expressed genes from those showing a false discovery rate FDR < 0.05. Gene expression was quantified by FPKM^41^. Differential alternative splicing events were identified utilizing the SpliceTrap^42^ that is based on Ensemble 65 gene model. Alternative splicing was quantified by the percentage of mRNAs containing an alternative region known as psi value^37^. The events with psi changes between two conditions |Δpsi| ≥ 15% were considered differential splicing events.

### Gene ontology analysis

The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7^43^,^44^ was used for gene ontology analysis. We considered significant *p* values ≤ 0.05.

### Motif analysis

MEME version 4.9.0^26^ (motif>6–15 bp) software was used for motif analysis (maximum number of motifs was set at ten, and any number of repetitions was allowed). The E-value is the enrichment of a motif based on the following parameters: background frequencies, log likelihood ratio, width, sites, and training set size.

### Celf1 HITS-Clip data analysis

Celf1 HITS-CLIP data are available from the murine C2C12 cell line^28^. These Celf1 HITS-CLIP data were downloaded from the European Nucleotide Archive (ENA, accession number ERP00078912). The 4-bp tags were trimmed and we removed the sequences composed primarily of Illumina adapter. These pre-processed reads were then aligned to the mouse genome (mm9) using Bowtie13 software^45^ (allowing two mismatches). The reads with identical 5′ starts were collapsed into a single read to avoid potential PCR duplicates. Therefore, only unique mapped reads were considered Celf1 binding CLIP tags.

### Electrocardiograms and echocardiograms

ECGs and echocardiograms were performed in the Mouse Phenotyping Core at Baylor College of Medicine. Echocardiograms were performed using a Vevo 770 Visualsonics high-resolution ultrasound system with a 707B probe for the cardiac analysis. The animals were anesthetized with 2.5% isoflurane mixed with 100% oxygen and maintained with 1.0–1.5% isoflurane mixed with 100% oxygen during imaging. Images were obtained by an experienced imager in the short axis confirmation. All data was quantified using the Visualsonics Vevo analysis software package. Electrocardiograms were measured using the ECGenie (MouseSpecifics) equipment. Mice were placed atop the ECGenie pad and were allowed to acclimate for 5–7 min before data collection. Two segments of ECG data were then obtained for each mouse. All data was analyzed offline using the ECGenie software package.

### Statistics

Results are expressed as the mean ± s.e.m, Except for the *χ*^2^ test shown in Supplementary Table S1, *p*-values were estimated by the Student´s T-test (two tails). *p* ≤ 0.05 was considered significant.

## Additional Information

**Accession codes:** RNA-seq accession data: GSE85646.

**How to cite this article**: Giudice, J. *et al*. Neonatal cardiac dysfunction and transcriptome changes caused by the absence of Celf1. *Sci. Rep.* **6**, 35550; doi: 10.1038/srep35550 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S7

Supplementary Table S9

## Figures and Tables

**Figure 1:**
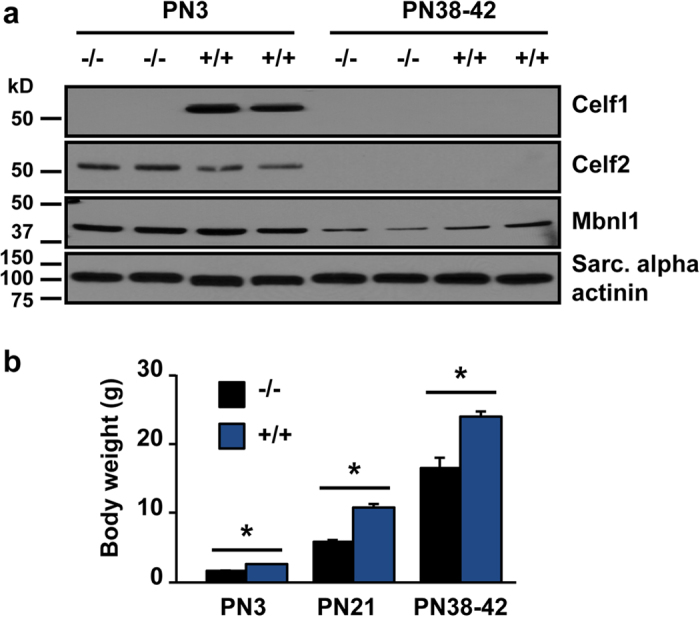
*Celf1* knock out impacts viability and animal size throughout postnatal development. (**a**) Celf1 protein levels were evaluated by Western blot assays at PN3 and PN38-42. Cropped blots are displayed. Full-length blots are shown in Supplementary Fig. S6. (**b**) Body weight was measured for PN3, PN21, and PN38-42. Results are shown as mean ± s.e.m. *p ≤ 0.05 Student t-test (2 tails), for PN3: *n* = 6 (3 females + 3 males) (*Celf1* −/−) and *n* = 8 (4 males + 4 females) (*Celf1* +/+), for PN21: *n* =  4 (2 females + 2 males) (*Celf1* −/−) and *n* = 12 (6 males + 6 females) (*Celf1* +/+), for PN38-42: *n* =  3 (2 females + 1 male) (*Celf1* −/−) and *n* = 3 males (*Celf1* +/+) Sarc: sarcomeric.

**Figure 2:**
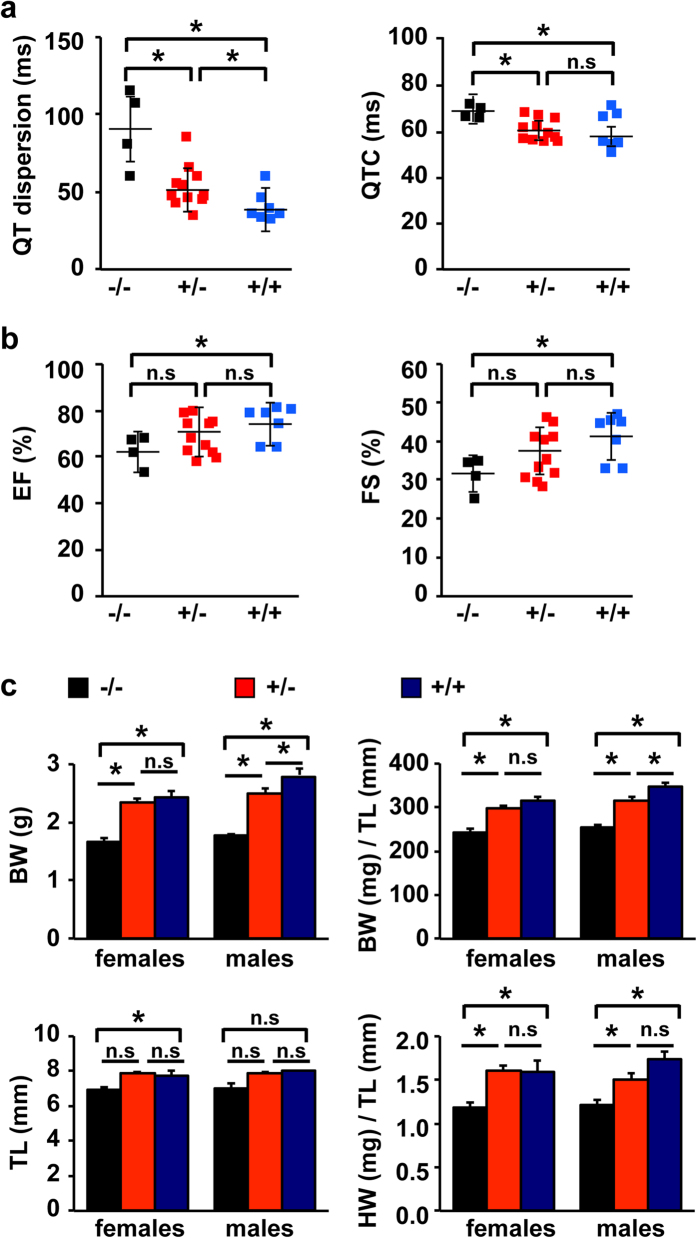
Cardiac functions and heart and body weights are reduced in *Celf1* −/− neonates. (**a**) QT dispersion and QTc were measured by ECG assays in neonates at PN3-5. See Supplementary Table S4. (**b**) Ejection fraction (EF) and fraction shortening (FS) were evaluated by echocardiograms in neonates at PN3-5. See Supplementary Table S5. Results are shown as mean ± s.e.m. *p ≤ 0.05 Student t-test (2 tails), *n* = 4 (*Celf1* −/−), *n* = 11 (*Celf1* +/−), *n* = 7 (*Celf1* +/+). (**c**) Body and heart weights (BW and HW, respectively) and tibia length (TL) were measured in neonates at PN3. Results are shown as mean ± s.e.m. *p ≤ 0.05 Student t-test (2 tails). Females: *n* = 4 (*Celf1* −/−), *n* = 13 (*Celf1* +/−), *n* = 4 (*Celf1* +/+). Males *n* = 3 (*Celf1* −/−), *n* = 12 (*Celf1* +/−), *n* = 6 (*Celf1* +/+). n.s: not significant.

**Figure 3:**
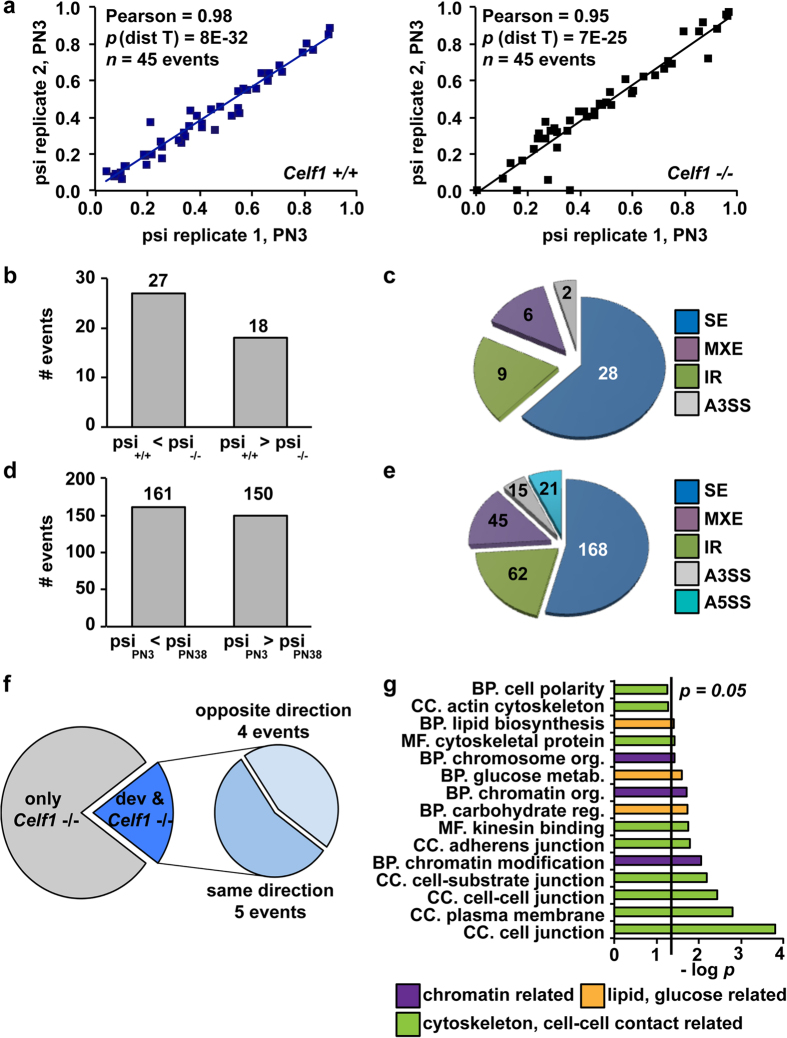
Celf1 loss of function results in alternative splicing changes in neonatal hearts. (**a**) Analysis of duplicate RNA-seq data sets (PN3) showed high levels of reproducibility evaluated by Pearson coefficients. (**b,c**) Number (**b**) and type (**c**) of alternative splicing events responsive to Celf1 absence at PN3. (**d,e**). Number (**d**) and type (**e**) of alternative splicing events regulated during development in wild type animals. (**f**) Alternative splicing events responsive to Celf1 absence at PN3 and also developmentally regulated between PN3 and PN38. (**g**) Gene ontology analysis of splicing events responsive to Celf1 absence in neonates (PN3). BP: biological processes. CC: cellular components. Dev: development. MF: molecular functions. Org: organization. Reg: regulation.

**Figure 4:**
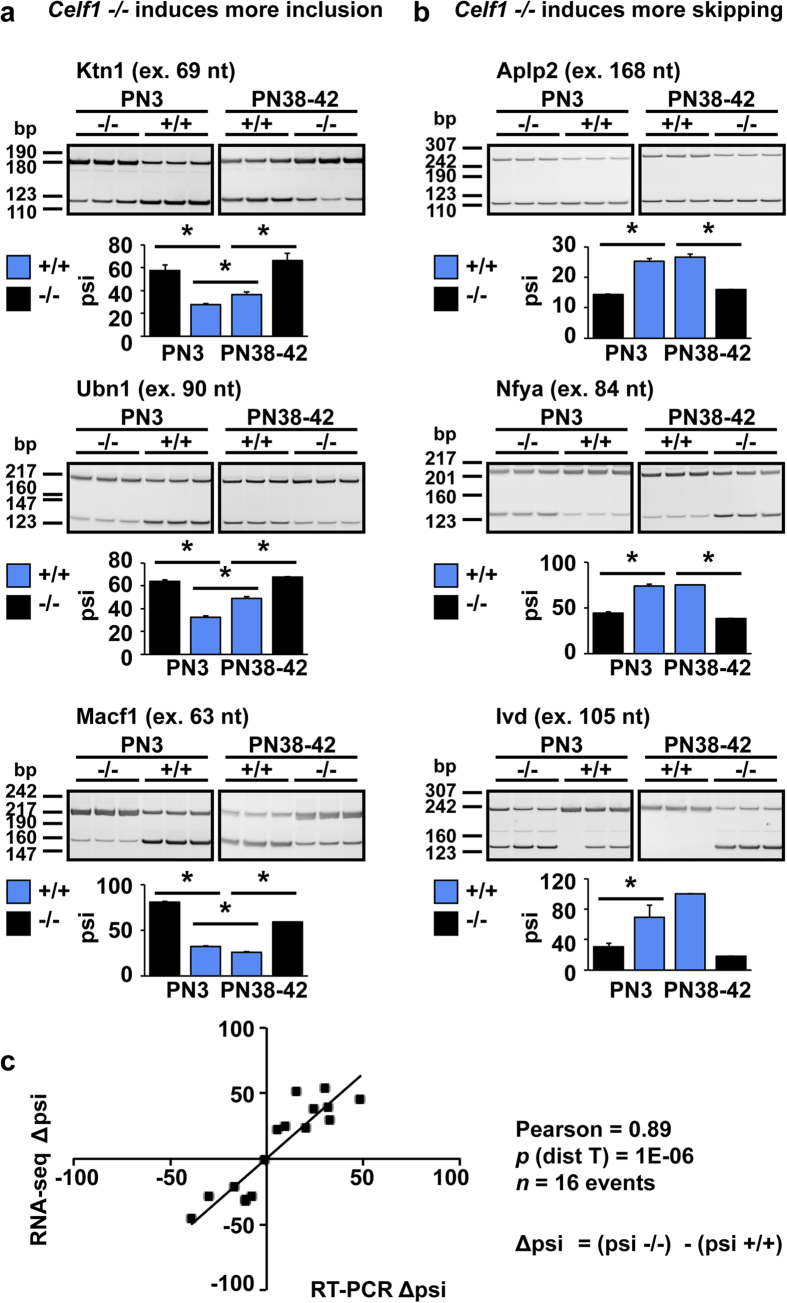
Validation of neonatal alternative splicing changes in the absence of Celf1. (**a,b**) Celf1 responsive splicing events identified by RNA-seq were validated by RT-PCR assays in RNA from *Celf1*−/− and *Celf1*+/+ hearts at PN3 and PN38-42. Left panel (**a**) shows three examples of events where Celf1 deletion induced more inclusion and right panel (**b**) three examples where Celf1 deletion promoted skipping. Other examples are shown in Supplementary Fig. S3. Results are shown as mean ± s.e.m. *p ≤ 0.05 Student t-test (2 tails), *n* = 3. (**c**) Correlation analysis between Δpsi values (psi_*Celf1−/−*_ - psi_*Celf1*+/+_) obtained by RNA-seq and RT-PCR for 16 splicing events at PN3 (see Supplementary Table S8). Cropped gels are displayed. Full-length gels are shown in Supplementary Fig. S7.

**Figure 5:**
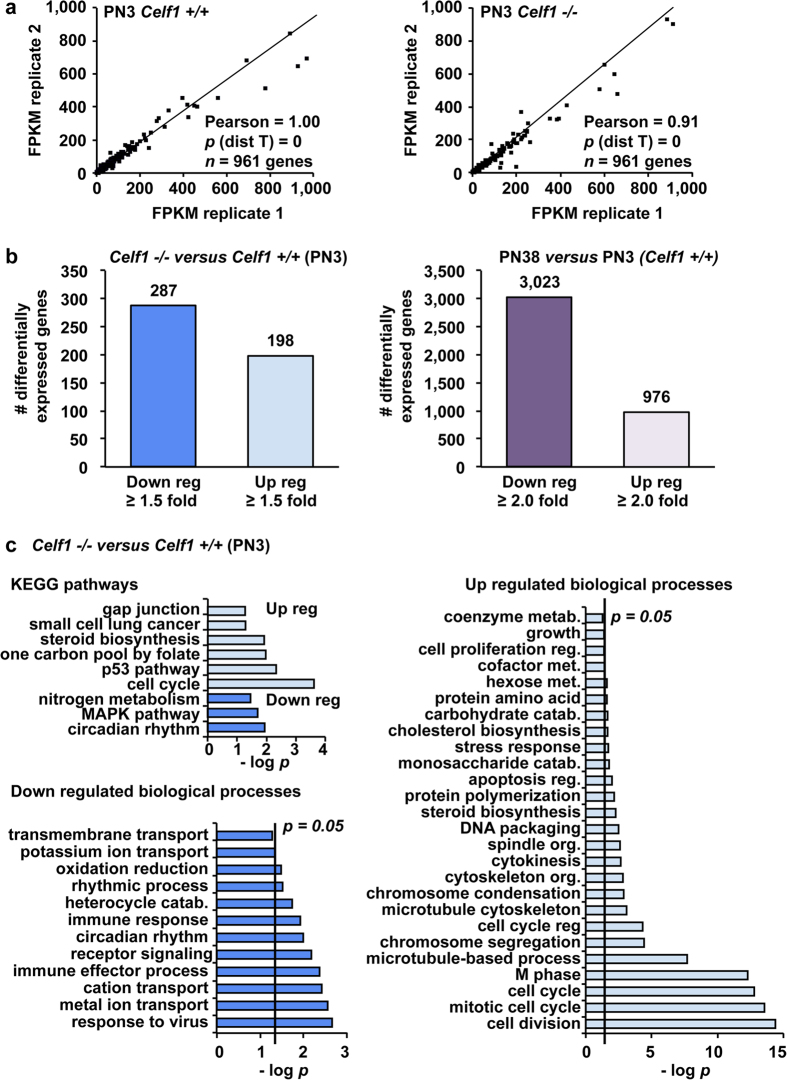
Celf1 loss of function correlates with altered expression of mRNAs from cell cycle, ion transport and circadian genes. (**a**) Analysis of duplicate RNA-seq data sets (PN3) showed high levels of reproducibility evaluated by Pearson coefficients. (**b**) Genes differentially expressed ≥ 1.5 fold (FDR ≤ 0.05) (PN3 *Celf1* −/− *vs Celf1* +/+) or ≥ 2.0 fold (FDR ≤ 0.05) (PN38 versus PN3 wild type animals). (**c**) Gene ontology analysis of differentially regulated genes in *Celf1* −/− animals in comparison with *Celf1* +/+ was performed using DAVID software (biological processes and KEGG pathways) (See Supplementary Tables S10 and S11). Catab: catabolism. Down reg: down regulated. Metab: metabolism. Org: organization. Reg: regulation. Up reg: up regulated.

**Figure 6:**
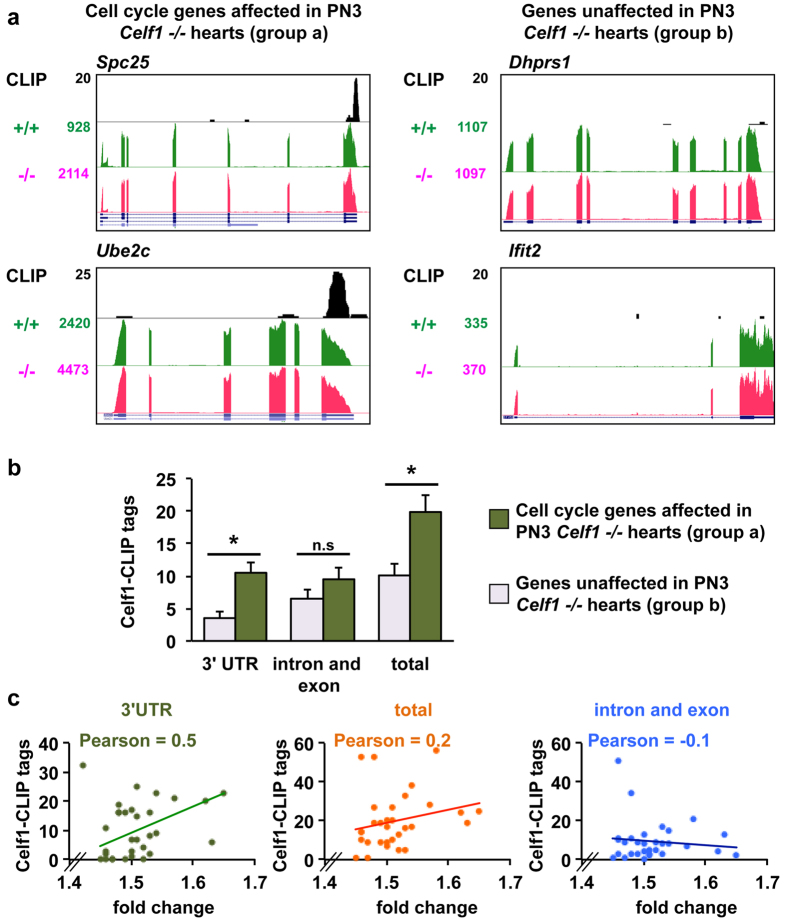
Cell cycle gene mRNAs that are sensitive to Celf1 depletion are enriched for Celf1 CLIP tags. (**a**) Celf1-CLIP tags and RNA-seq data were visualized using the UCSC genome browser. Two examples of cell cycle genes regulated by Celf1 depletion (left) and two for Celf1-nonresponsive genes (right) are shown. (**b**) Celf1-CLIP tags located within the 3′UTRs and those located within intronic and exonic regions were computed for all 31 genes included in the “cell cycle” gene category (group a) and randomly selected 31 genes non responsive to Celf1 absence (group b) (Supplementary Table S12 left side shows group a and right side shows group b). Total Celf1-CLIP refers to the sum of those in the 3′UTRs and those in the intron and exon regions. Results are shown as mean ± s.e.m. *p ≤ 0.05 Student t-test (2 tails). n.s: not significant. **(c**) Correlation graphs between the Celf1-CLIP tags and up-regulation levels (fold change) (3′UTRs, the exonic and intronic regions, and total).

# Supplementary material for: Neonatal cardiac dysfunction and transcriptome changes caused by the absence of Celf1
**Source:** Sci Rep. 2016 Oct 19;6:35550. doi: 10.1038/srep35550

# **Neonatal cardiac dysfunction and transcriptome changes caused by the absence of Celf1**

Jimena Giudice<sup>1,2</sup>, Zheng Xia<sup>3,4</sup>, Wei Li<sup>3,4</sup>, Thomas A. Cooper<sup>1,3,5\*</sup>

**1.** Department of Pathology and Immunology, Baylor College of Medicine, Houston, TX, 77030, USA. **2.** Department of Cell Biology and Physiology, School of Medicine, University of North Carolina at Chapel Hill, NC, 27599, USA. **3.** Department of Molecular and Cellular Biology, Baylor College of Medicine, Houston, Texas, 77030, USA. **4.** Division of Biostatistics, Dan L Duncan Cancer Center, Baylor College of Medicine, Houston, TX, 77030, USA. **5.** Department of Molecular Physiology and Biophysics, Baylor College of Medicine, Houston, TX, 77030, USA.

## **Supplementary information**

### **Supplementary figure legends**

**Supplementary Figure S1. Celf1 protein levels.** Celf1 protein levels were evaluated by Western blot assays at PN3 and PN38-42. Longer exposure of blot shown in **Fig. 1a** was used for detection of adult protein levels. All lanes are from the same blot. Brightness and contrast adjustments were equally applied to the whole blot. Cropped blots are displayed. Full-length blots are shown in **Supplementary Fig. S6**. Celf1 levels were estimated by densitometry and normalized to sarcomeric alpha actinin. Results are shown as mean  $\pm$  s.e.m.  $n = 2$ .

**Supplementary Figure S2. M-mode images examples.** M-mode images from each genotype are consistent with the quantitative data presented in **Fig. 2b** and **Supplementary Table S5** in that there is little difference between the genotypes in the gross anatomic changes during contraction.

**Supplementary Figure S3. Validation of alternative splicing RNA-seq data.**  
**a-b.** Celf1 responsive splicing events identified by RNA-seq were validated by RT-PCR

assays. Left panel (a) shows events where Celf1 deletion induced more inclusion and right panel (b) shows events where Celf1 deletion promoted skipping (see **Supplementary Table S8**). Results are shown as mean  $\pm$  s.e.m. \*  $p \leq 0.05$  Student t-test (2 tails),  $n = 3$ .

**Supplementary Figure S4. GU rich motifs and Celf1-CLIP tags around alternative splicing events.** a. Motif analysis was performed for 22 alternative splicing events regulated by Celf1 depletion using MEME software version 4.9.0. b. We analyzed the presence of the GU rich motif (#1) within the alternative spliced regions  $\pm$  500 bp flanking sequences. c. We analyzed the presence of Celf1-CLIP tags (Masuda et al., 2012) around the 45 alternative splicing events regulated by Celf1 depletion in neonates (PN3): i) within the alternative region  $\pm$  500 bp (blue), or ii) within a region between 500-800 bp (light blue).

**Supplementary Figure S5.** Genotypes of animals not selected for euthanasia suggest reduced survival of *Celf1*<sup>-/-</sup> animals.

**Supplementary Figure S6. Full-length Western blots from Fig. 1.** Images from full-length blots shown in Fig. 1.

**Supplementary Figure S7. Full-length Western blots from Supplementary Fig. S1.** Images from full-length blots shown in **Supplementary Fig. S1**. In red we labeled the lanes cropped for **Supplementary Fig. S1**.

**Supplementary Figure S8. Full-length gels from Fig. S4.** Images from full-length gels shown in Fig. 4.

## Supplementary tables

**Supplementary Table S1**

**Supplementary Table S1. Genotype analysis by  $\chi^2$  test.** The  $\chi^2$  test was performed on ten neonatal litters at PN3 and 15 litters at PN21-28. \* $p < 0.001$  (degrees of freedom = 2).

**Supplementary Table S2**

**Supplementary Table S2. ECG measurements at PN35-36.** Animals were evaluated by ECG studies at 35-36 days of age and measurements were repeated 13 days later. Results were averaged. HR: heart rate.

**Supplementary Table S3**

**Supplementary Table S3. Echocardiogram measurements at PN35-36.**

Animals were evaluated by echocardiograms at 35-36 days of age and measurements were repeated 13 days later. Results were averaged. \*  $p \leq 0.05$  Student t-test (2 tails). EF: ejection fraction. FS: fractional shortening. IVSd: interventricular septal thickness at diastole. IVSs: interventricular septal thickness at systole. LVIDd: left ventricle internal diameter at diastole. LVIDs: left ventricle internal diameter at systole. LVPWs: Left ventricular posterior wall end systole. LVPWd: left ventricular posterior wall end diastole.

**Supplementary Table S4**

**Supplementary Table S4. ECG measurements in neonates.** Animals were evaluated by ECG studies at PN3-5. HR: heart rate. HRV: heart rate variability. disp: dispersion. \*  $p \leq 0.05$  Student t-test (2 tails).

**Supplementary Table S5**

**Supplementary Table S5. Echocardiogram measurements in neonates.**

Animals were evaluated by echocardiograms at PN3-5. \*  $p \leq 0.05$  Student t-test (2 tails).

EF: ejection fraction. FS: fractional shortening. IVSd: interventricular septal thickness at diastole. IVSs: interventricular septal thickness at systole. LVIDd: left ventricle internal diameter at diastole. LVIDs: left ventricle internal diameter at systole. LVPWs: Left ventricular posterior wall end systole. LVPWd: left ventricular posterior wall end diastole.

**Supplementary Table S6**

**Supplementary Table S6. RNA-seq summary.** Overall parameters of the RNA-seq experiments**Supplementary Table S7 (excel). Alternative splicing RNA-seq data.**

Alternative splicing events regulated at PN3 in response to Celf1 depletion (*Celf1* -/- versus *Celf1* +/+). Alternative splicing events regulated during development in *Celf1* +/+ animals (PN38 versus PN3).

**Supplementary Table S8**

**Supplementary Table S8. AS events validated.** Alternative splicing events were validated by RT-PCR using heart samples from *Celf1* +/+ (WT) and *Celf1* -/- (KO) animals at PN3 and adult stages.

**Supplementary Table S9 (excel). 

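For PN3, this table lists genes with the FPKM of each library, a fold change, a log2 value from edgeR and an FDR. The listed fold change equals the ratio of mean FPKM for every gene. The largest listed FDR is 0.0496, and the listed FDR values correspond to a median of 12366 genes tested. Every listed gene has at least 1.02 FPKM in both replicates of a genotype. The listed log2 value has the opposite sign of the fold change, being positive for genes lower in *Celf1* −/− hearts.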

Gene expression RNA-seq data.** Gene expression data for PN3 hearts in the presence or absence of Celf1 (*Celf1* -/- versus *Celf1* +/+). Gene expression changes during development in *Celf1* +/+ animals (PN38 versus PN3).

**Supplementary Table S10**

**Supplementary Table S10. Gene ontology analysis of the up-regulated genes in *Celf1* <sup>-/-</sup> animals.** Summary of the gene ontology analysis (biological processes) performed using DAVID software for the genes up-regulated ( $\geq 1.5$  fold change,  $FDR \leq 0.05$ ) in PN3 *Celf1*<sup>-/-</sup> hearts. catab: catabolism. metab: metabolism. org: organization. reg: regulation.

**Supplementary Table S11**

**Supplementary Table S11. Gene ontology analysis of the down-regulated genes in *Celf1* <sup>-/-</sup> animals.** Summary of the gene ontology analysis (biological processes) performed using DAVID software for the genes down-regulated ( $\geq 1.5$  fold change, FDR  $\leq 0.05$ ) in PN3 *Celf1*<sup>-/-</sup> hearts.

Supplementary Table S12

Supplementary Table S12. Analysis of Celf1-CLIP tags within cell cycle genes regulated by Celf1 depletion (group a) and control unaffected genes randomly selected (group b). Celf1-CLIP tags located within the 3'UTRs or intronic / exonic regions were computed for the 31 genes included in the "cell cycle" gene

ontology category and 31 unaffected control genes. Bottom part of the table shows results as mean and s.e.m. \*  $p \leq 0.05$  Student t-test (2 tails). n.s: not significant

Supplementary figures

Supplementary Figure S1

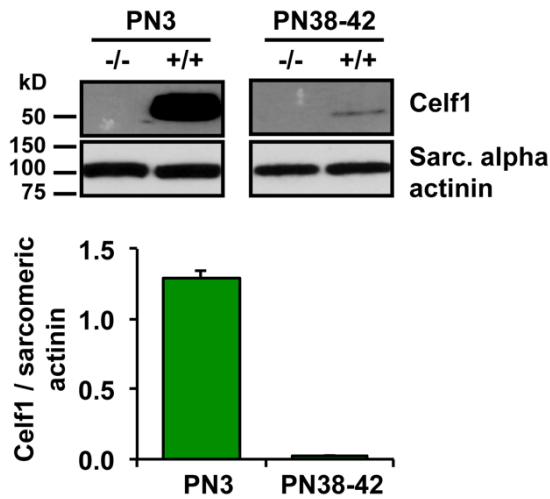

## Supplementary Figure S2

***Celf1* <sup>+/+</sup>**

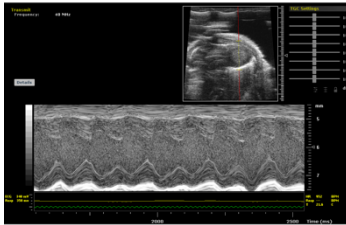

***Celf1* <sup>+/-</sup>**

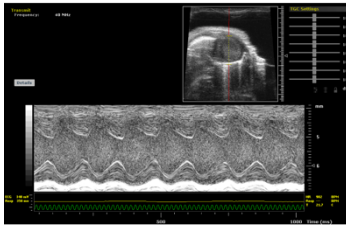

***Celf1* <sup>-/-</sup>**

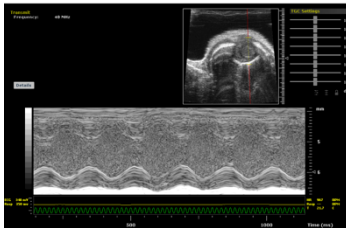

# Supplementary Figure S3

**a** *Celf1* <sup>-/-</sup> induces more inclusion

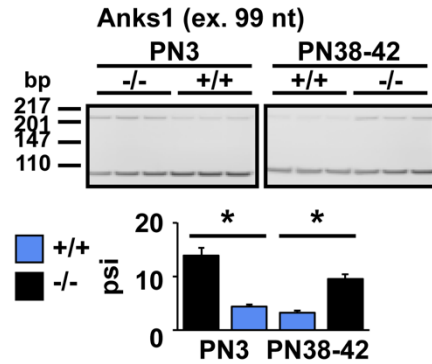

**b** *Celf1* <sup>-/-</sup> induces more skipping

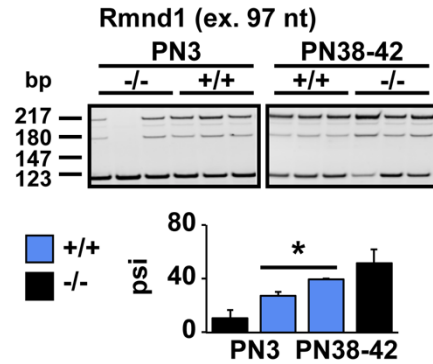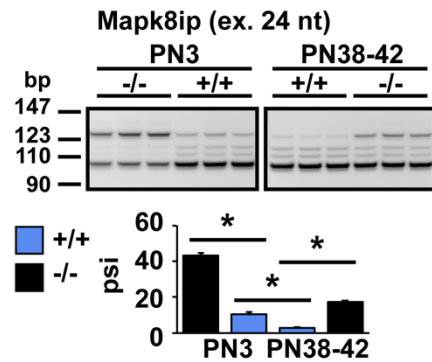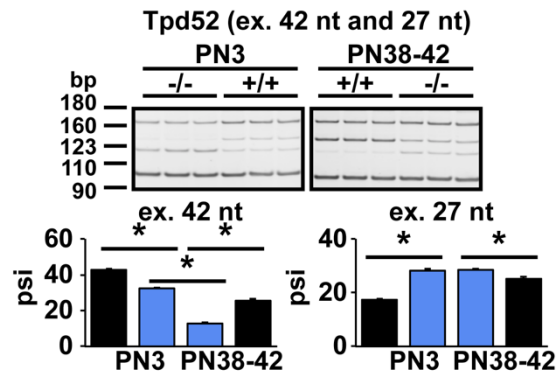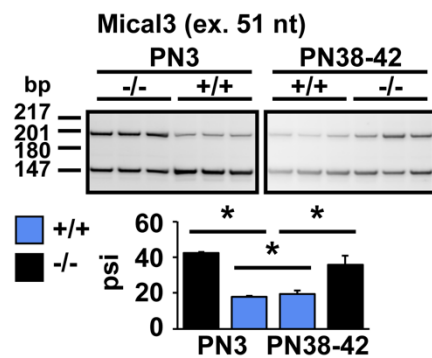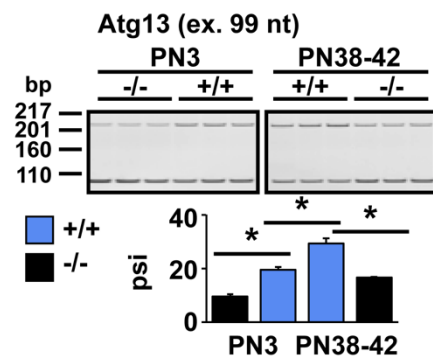

Supplementary Figure S4

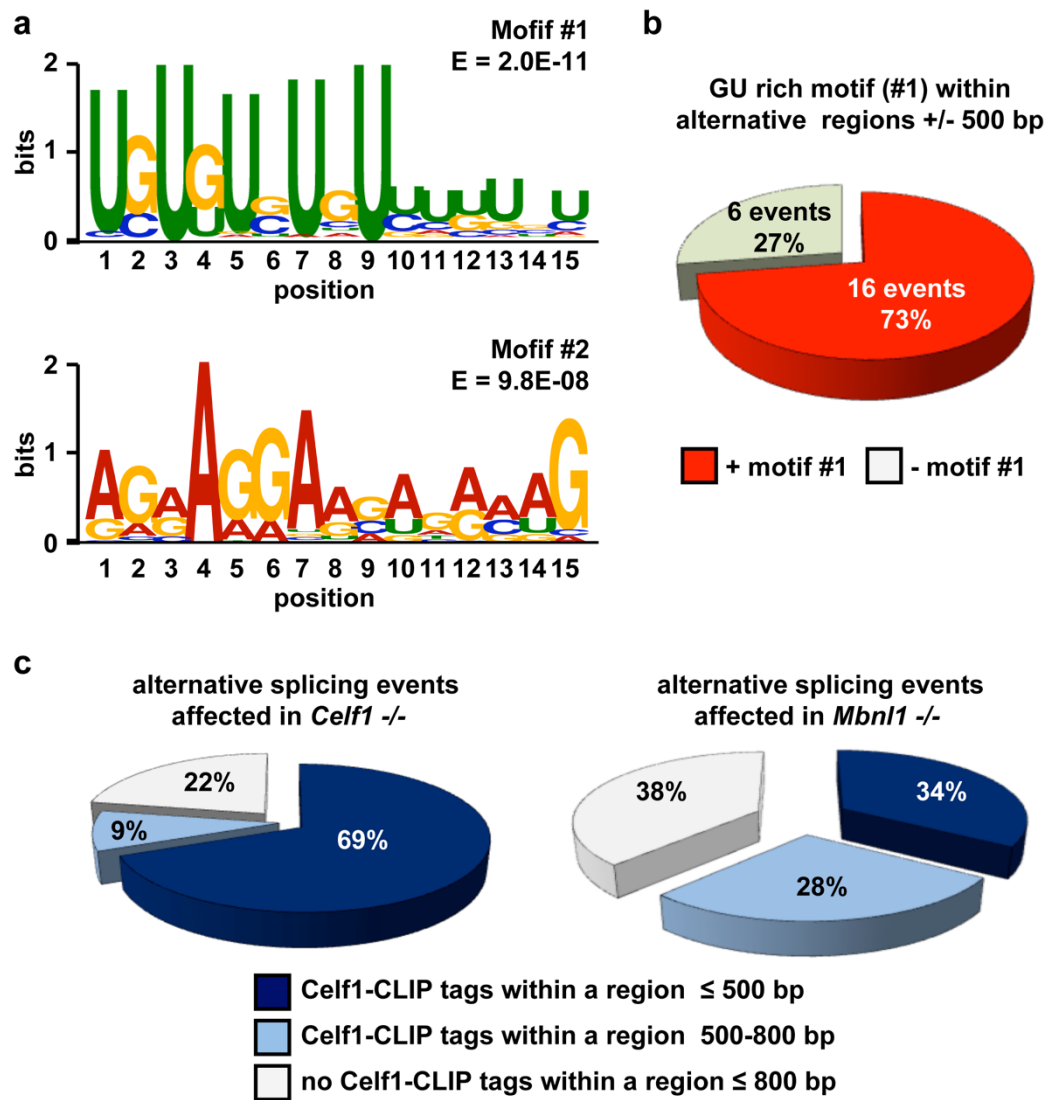

**Supplementary Figure S5**

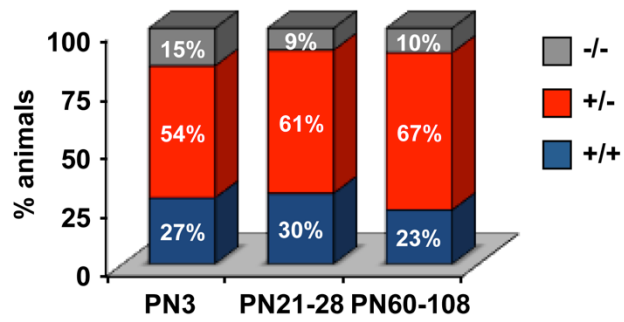

Supplementary Figure S6

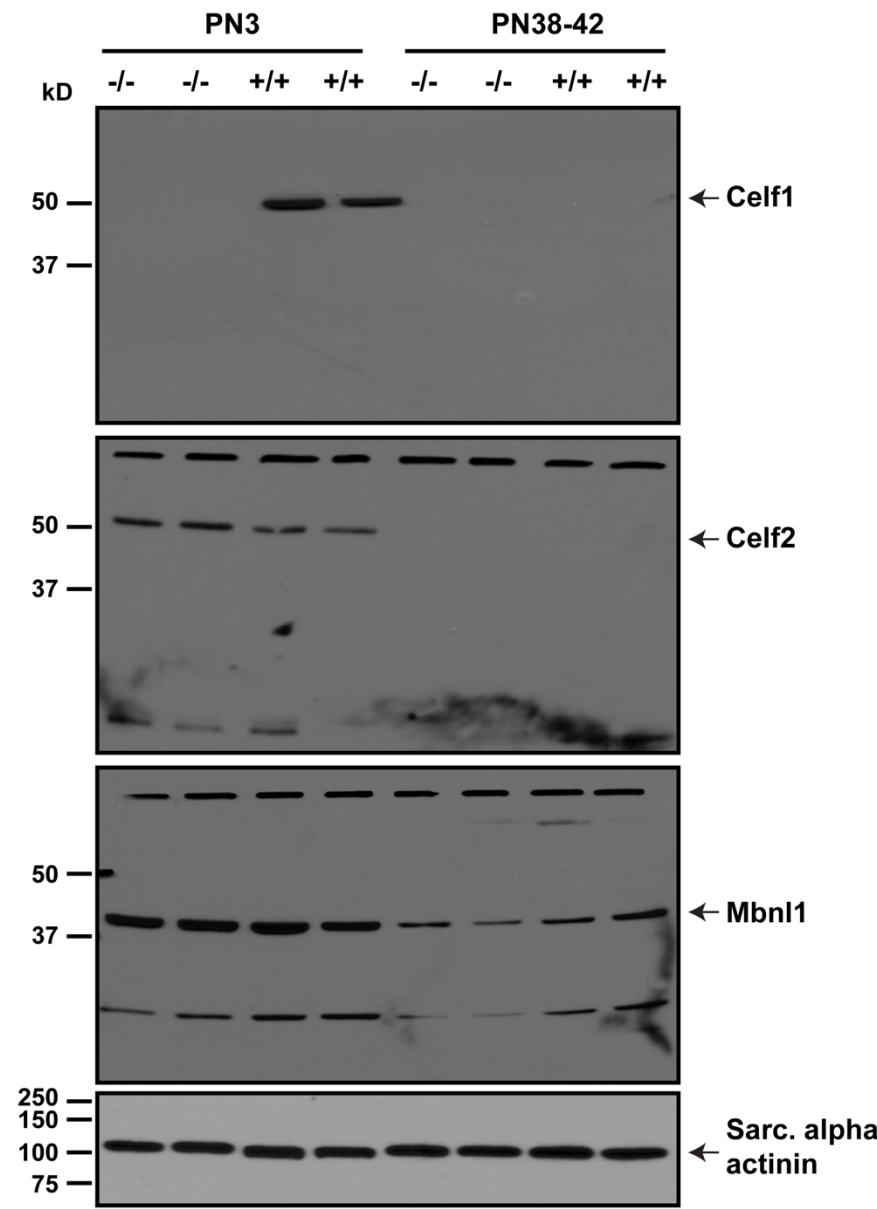

Supplementary Figure S7

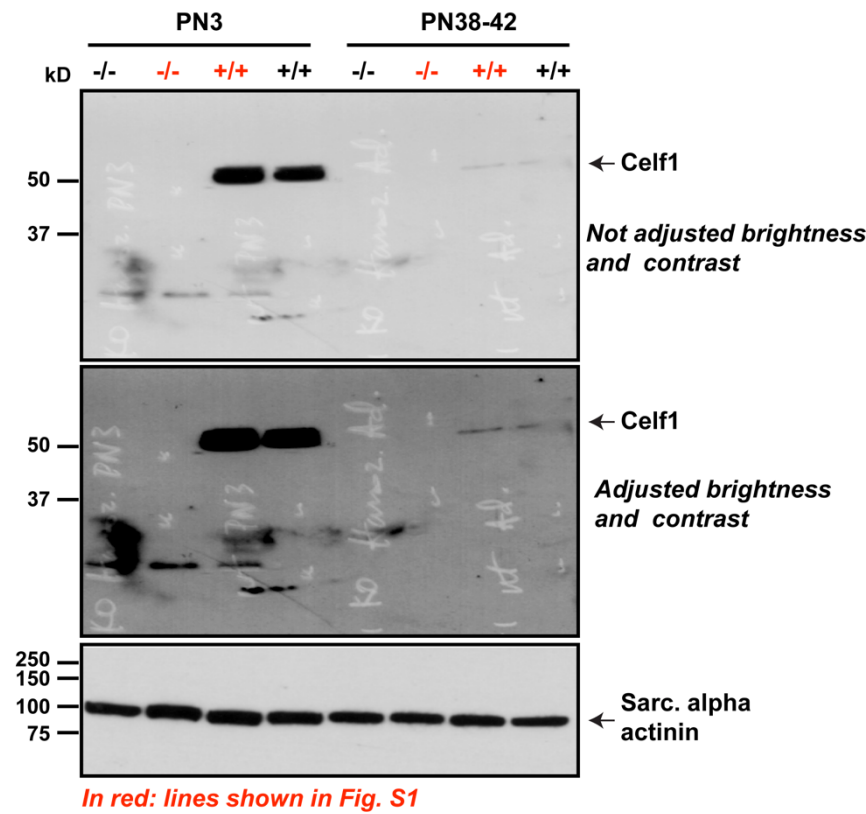

Supplementary Figure S8

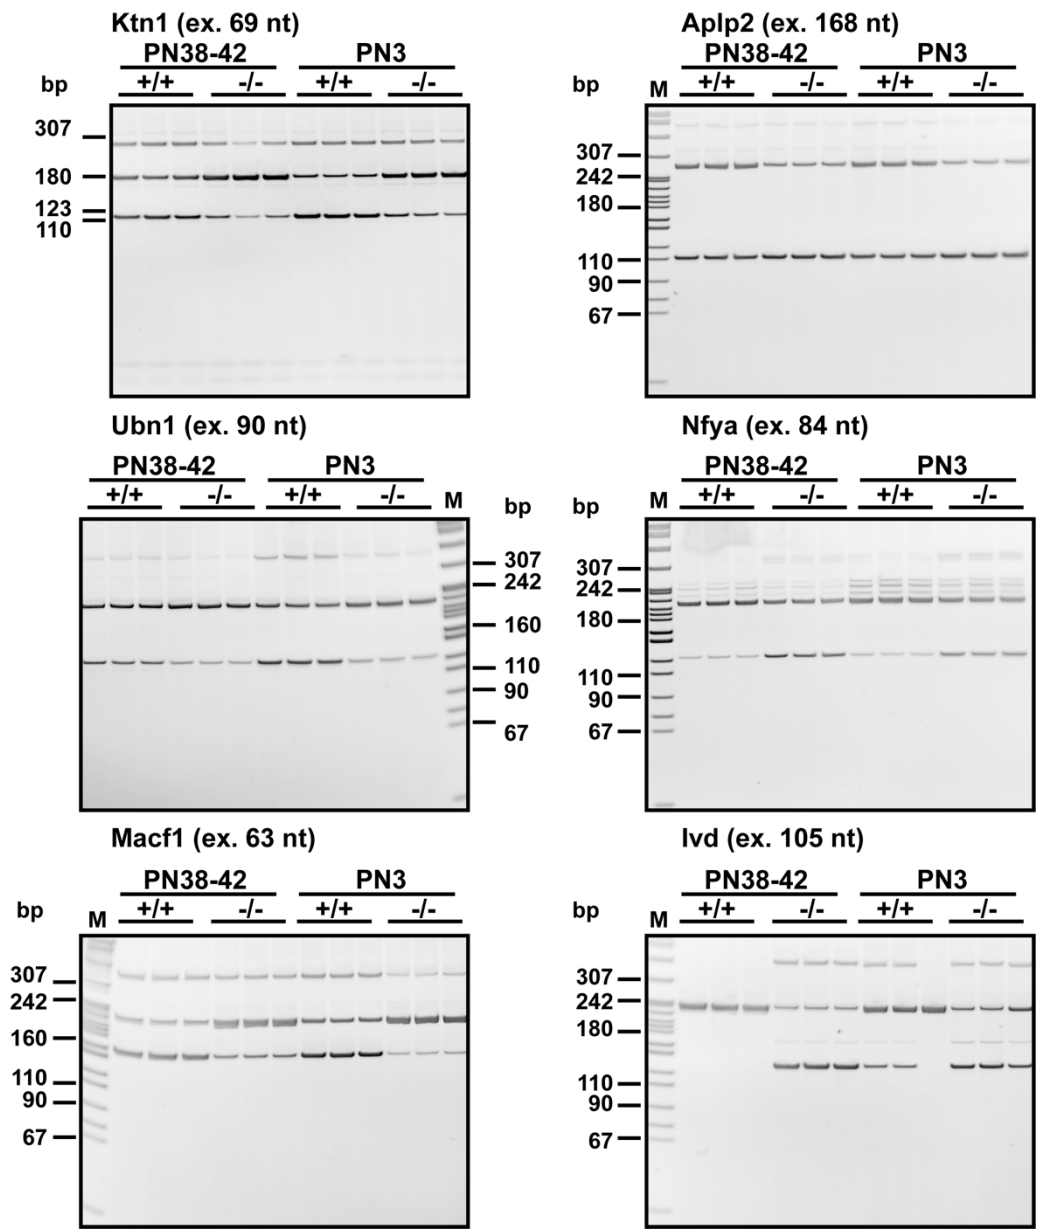

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

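RNA was measured in 5 libraries from ventricles of male mice, 2 *Celf1* −/− and 2 *Celf1* +/+ at PN3 and 1 *Celf1* +/+ at PN38. Replicate numbers come from the sample labels and from the paper's table of sequencing parameters. The labels do not say whether libraries with the same number are littermates or share a batch. The paper's methods state that genotypes were compared between littermates, and do not say which libraries came from the same litter. The authors aligned the reads to mm9 with TopHat 2.0.5 and estimated gene levels with RSEM. The deposited expected counts are the fragments that RSEM assigned to each gene, without normalization, and fragments that fit several genes are split between them. The deposited FPKM divide the expected count by the effective length of the gene and by the total expected count of the library. Recomputed from counts and effective lengths, FPKM differed by at most 0.498% in any library, over the 11716 to 12366 genes per library with at least 1 FPKM, leaving out genes of short effective length. The deposited TPM values were not used here. The methods name Ensembl gene models, while the deposited values list UCSC transcripts under numbered genes.

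Gene names were taken from Supplementary Table S9 alone, by exact match of FPKM. All 961 genes listed for PN3 matched one gene, as did 1995 of 1998 genes read for development, and 3 matched several and were left unnamed. The developmental sheet was available only in part. In all, 2634 of 28416 genes have a name, and 2481 of these have one GENCODE vM1 gene of that name, whose mm9 coordinates are given. Other genes were placed on chromosomes from the order of the gene numbers. When 2441 named genes were placed again in that way, 2438 fell on the annotated chromosome, with a median distance of 0.0790 Mb. *Mbnl1*, *Dhrs1* and *Ifit2* could not be named from Supplementary Table S9, and neither could 30 of the 31 unaffected genes of Supplementary Table S12. These genes were not analysed here. The listed UCSC transcripts were not used to name genes.

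Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM normalization, glmQLFit with its default settings, glmQLFTest and Benjamini-Hochberg adjustment. At PN3 the 4 PN3 libraries entered the fit, with genotype as the only factor, and genes needed at least 1 FPKM in both replicates of a genotype. For PN38 against PN3 all 5 libraries entered, and genes needed at least 1 FPKM at PN38 or in both *Celf1* +/+ libraries at PN3. A gene was called at FDR 0.05 and a ratio of mean FPKM of at least 1.5 at PN3 or 2.0 in development. Standard errors were obtained from the log2 fold change and the F statistic. DESeq2 1.42.0, edgeR's exact test, other filters, other sets of libraries, a replicate block, other fold thresholds, a test against the fold threshold and fits without one library were tried as alternatives. Where leaving out a library left a genotype with 1 library, only fold changes were computed. Correlations with CLIP tags used the paper's tag counts and permutation tests with 100000 resamples (scipy 1.17.1). Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

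Supplementary Table S9 holds the same FPKM values for the genes it lists and was read before the tests, filters and alternatives were chosen. The filter at 1 FPKM, the fold change from FPKM and the alternative fold threshold, the smallest value that rounds to 1.5, come from it. The genes named in the text were fixed by a rule set before the data were examined. They are the genes the paper names for expression, each circadian gene, the 5 genes with the largest change in each direction among called genes at PN3 with both replicates on the same side, the 3 largest in each direction in development, and the members of each list with the largest and smallest change. Features named only by a clone accession were left out of that rule, and some values of genes it selects are not reported here.

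The tests were tested on simulated data with the 12502 genes, means and library sizes of the PN3 libraries, in which 100 genes were changed 1.5 fold and 100 genes 3 fold. With the dispersion of each gene set to its estimate, the quasi-likelihood test recovered 57 and 100 of these, the exact test 66 and 100, and DESeq2 68 and 98. Of the genes they called, 24 of 181, 35 of 201 and 47 of 213 were unchanged genes. With the dispersion following its trend with expression, the unchanged genes were 16 of 182, 24 of 191 and 24 of 189. The prior degrees of freedom estimated by the quasi-likelihood fit were 3.22 in the PN3 libraries and 17.5 in the data simulated with a dispersion for each gene. The common dispersion in the PN3 libraries was 0.0125. Total expected counts lay between 108044284 and 139769909 per library. Alternative splicing, CLIP reads and protein were not analysed here.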

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

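The chromosome comparison below was chosen only after the calls were seen, and the lung marker genes were listed before they were compared. Each result here comes from genes that the paper's text does not discuss.

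*Scgb3a2*, a secretoglobin gene on chromosome 18, measured 1.52 and 7.00 FPKM in the *Celf1* −/− libraries at PN3 and 0.05 and 0.12 FPKM in the *Celf1* +/+ libraries, so that the ratio of mean FPKM was 50.1. The log2 fold change was 5.65 (standard error 1.05, adjusted p = 0.11 from edgeR's quasi-likelihood test), and the gene passed FDR 0.05 in the exact test and in DESeq2. A candidate explanation is lung tissue carried over with the heart, which would raise lung marker genes in the same libraries. Of 16 lung marker genes other than *Scgb3a2*, 2 carry a name, *Krt8* (log2 ratio 1.26) and *Krt18* (log2 ratio 0.81), which is too few for the comparison. The increase cannot be told apart from carried-over lung tissue, and no biological explanation was tested.

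A feature named only by a clone accession, next to *Celf1* in the order of the gene numbers, measured 3.02 and 3.10 FPKM in *Celf1* −/− and 55.4 and 57.0 FPKM in *Celf1* +/+ libraries, an 18.4-fold decrease of mean FPKM. Its log2 fold change was −4.18 (standard error 0.0680, adjusted p = 1.4e-04 from the same test). Its levels lie close to those of *Celf1* in every PN3 library. Whether its reads are those of *Celf1* transcripts was not tested, since the deposited values do not give its position.

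Of the 7 genes called at PN3 by the quasi-likelihood test, 4 lie on chromosome 2, which holds 8.12% of the tested genes and *Celf1* itself. To see whether 129 strain DNA linked to the targeted allele may explain this, the share of tested genes called was compared within 30 Mb of *Celf1* and on the other chromosomes, leaving out *Celf1* and the feature beside it. In the exact test 33 of 271 genes near *Celf1* (12.2%) and 662 of 11317 genes elsewhere (5.85%) passed FDR 0.05. In DESeq2 the shares were 19.9% and 11.3%, and in the quasi-likelihood test 1 of 271 and 3 of 11317 genes passed. Of 77 overlapping windows of the same width on the other chromosomes, 0 had as large a share called in the exact test, and the largest share was 11.3%. On the rest of chromosome 2 the share was 8.22%. These values are consistent with linked strain DNA, as a hypothesis. They do not tell it apart from other effects of position near *Celf1*, and which genes carry strain variants was not tested. *Spc25*, *Ube2c*, *Ivd* and *Celf2* also lie on chromosome 2.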

How the results depend on the processing

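The lower fold threshold at PN3 (the smallest value that rounds to 1.5) was taken from Supplementary Table S9, where it gives 288 genes lower and 198 higher, close to the counts in the paper's text. The fits at FDR 0.1 and 0.2, the exact test with the lower fold threshold, the exact test on the 3 *Celf1* +/+ libraries and the quasi-likelihood fit with legacy = FALSE were chosen after seeing the data, and the other alternatives were set before the data were examined. Counts are given as genes lower and genes higher. The cause of the changes was not tested unless a value is given.

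At PN3 and 1.5 fold, the counts of 6 and 1 became 232 and 139 with DESeq2, 234 and 139 with the exact test, 2 and 0 with filterByExpr, 9 and 7 with no filter, 17 and 9 with all 5 libraries, 4 and 2 with the replicate block and 2 and 0 with glmTreat. They became 275 and 186 with the exact test at the lower threshold, 94 and 38 at FDR 0.1, 284 and 159 at FDR 0.2, and 4 and 0 with legacy = FALSE. The lower fold threshold and the fold from TMM-normalized counts left them unchanged. At 2.0 fold, the counts of 5 and 1 became 62 and 26 with DESeq2, 67 and 30 with the exact test, 2 and 0 with filterByExpr, 8 and 5 with no filter, 12 and 5 with all 5 libraries, 4 and 2 with the replicate block, 2 and 0 with glmTreat, 43 and 16 at FDR 0.1, 66 and 26 at FDR 0.2, and 3 and 0 with legacy = FALSE. Without a test, the counts of 355 and 207 became 1158 and 1011 with no filter on FPKM, and ran from 280 to 616 and from 183 to 450 across the 4 computations that each left out one library.

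For PN38 against PN3, the counts of 2866 and 939 stayed within 1.5 times with DESeq2, the exact test (all 5 libraries or the 3 *Celf1* +/+ libraries), filterByExpr, no filter, the 3 *Celf1* +/+ libraries alone and a fold threshold that rounds to 2.0. With the fold from TMM-normalized counts they became 1464 and 1642. Without a test, the counts of 2982 and 969 became 1497 and 1694 with TMM-normalized counts, 1449 and 1735 with FPKM rescaled to an equal median, and 4692 and 1583 with no filter on FPKM, and ran from 2840 to 3161 and from 967 to 1005 with one *Celf1* +/+ library left out.

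The log2 fold change of *Celf1* at PN3 kept its direction and its side of the threshold in all 6 other fits, and ran from −4.30 to −4.13 with one library left out. Of the 31 cell cycle genes, 16 were called with DESeq2, 16 with the exact test, 29 with the exact test at the lower threshold and 16 at FDR 0.2, against 0 in the quasi-likelihood test, where all 31 had an unadjusted p under 0.05. Of the circadian genes 2 were called with DESeq2, 2 with the exact test, 5 with the exact test at the lower threshold and 2 at FDR 0.2, against 0. Of the metal ion transport genes 12 were called with DESeq2, 13 with the exact test, 14 with the exact test at the lower threshold, 8 at FDR 0.1, 12 at FDR 0.2, 2 with all 5 libraries, and 0 with filterByExpr, the replicate block or legacy = FALSE, against 1. Of the immune response genes 10 were called with DESeq2, 9 with the exact test, 11 with the exact test at the lower threshold, 3 at FDR 0.1, 10 at FDR 0.2, 2 with all 5 libraries, and 0 with filterByExpr or the replicate block, against 1. With one library left out, the median log2 ratio ran from 0.41 to 0.78 for cell cycle, from −0.80 to −0.46 for circadian, from −1.01 to −0.89 for metal ion transport and from −0.95 to −0.74 for immune response genes, and these medians kept their direction in every fit made. Between PN3 and PN38 the cell cycle median of −3.85 became −3.39 with DESeq2, −3.41 with the exact test, −3.40 with filterByExpr, −3.42 with no filter, −3.42 with the 3 *Celf1* +/+ libraries and −3.42 with TMM-normalized counts, while FPKM and TMM place the median of all genes at −0.46 and −0.02. It ran from −4.0 to −3.70 with one library left out.

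Pearson's r between *Celf1* −/− replicates was 0.911 over the genes of Supplementary Table S9, and the other replicate correlations moved by less than 0.05. For CLIP tags in introns and exons, r of −0.11 became 0.0449 as Spearman's rho and 0.0155 with log2(tags + 1), and ran from −0.32 to 0.205 with one library left out. It was 0.199 without *Celf1* −/− replicate 2 and 0.205 without *Celf1* +/+ replicate 2. With one library left out, r ran from 0.154 to 0.433 for 3′ UTR tags and from 0.0438 to 0.349 for total tags.

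For the 16 other genes chosen by the rule, 124 of 160 values under an alternative kept their direction and their side of the threshold or moved by less than the spread, 23 were stronger, 9 were weaker, 4 moved and 0 reversed. The comparison of the 31 unaffected genes was not run, since 30 of them carry no name.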

Differences from the paper's values

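At PN3, the paper's text gives 287 genes lower and 198 genes higher in *Celf1* −/− hearts, 483 in total, against 6, 1 and 7 in edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 (232, 139 and 371) and edgeR's exact test (234, 139 and 373) came within 1.5 times of the paper's counts, and filterByExpr, no filter, all 5 libraries, the replicate block, the fold from TMM-normalized counts, a fold threshold that rounds to 1.5 and glmTreat did not. Of those chosen after seeing the values, the exact test with that threshold (275, 186 and 461) and FDR 0.2 (284, 159 and 443) came within 1.5 times, and FDR 0.1 and legacy = FALSE did not. The paper's own list in Supplementary Table S9 holds 243 genes lower and 149 higher at 1.5 fold, and 288 and 198 at the threshold that rounds to 1.5. Against 243 and 149, the same alternatives came within 1.5 times, and the same did not.

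For the 2.0-fold threshold, the paper's Supplementary Table S9 holds 64 genes lower and 30 higher, against 5 and 1 in the quasi-likelihood test. DESeq2 (62 and 26) and the exact test (67 and 30) came within 1.5 times of these, as did FDR 0.2 (66 and 26), which was chosen after seeing the values. FDR 0.1, also chosen then, came within 1.5 times for the genes lower (43) and not for those higher (16). filterByExpr, no filter, all 5 libraries, the replicate block, the fold from TMM-normalized counts, glmTreat and legacy = FALSE did not.

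The paper lists 31 cell cycle genes as higher at PN3, against 0 called by the quasi-likelihood test, where all 31 had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, with 16 called by DESeq2 and 16 by the exact test, and 16 of the 31 genes reach 1.5 fold by the ratio of mean FPKM that the paper lists. The exact test with the threshold that rounds to 1.5, which was chosen after seeing the values, called 29. The paper lists 14 metal ion transport genes as lower, against 1 called here, with DESeq2 (12) and the exact test (13) within 1.5 times. It lists 13 immune response genes as lower, against 1 called here, with DESeq2 (10) and the exact test (9) within 1.5 times. It lists 5 circadian genes as lower, against 0 called here, where 5 had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed that gap, with 2 called by DESeq2 and 2 by the exact test. For the metal ion transport and immune response lists, filterByExpr, no filter, all 5 libraries, the replicate block, the fold from TMM-normalized counts and the threshold that rounds to 1.5 did not come within 1.5 times. Of the alternatives chosen after seeing the values, the exact test with the threshold that rounds to 1.5 called 14 metal ion transport, 11 immune response and all 5 circadian genes, each within 1.5 times. FDR 0.2 called 12, 10 and 2, within 1.5 times for the first 2 lists and not for the circadian list. FDR 0.1 (8, 3 and 0) and legacy = FALSE (0, 1 and 0) did not come within 1.5 times for any of the 3.

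The paper's text gives a Pearson coefficient of 0.91 between *Celf1* +/+ replicates, against 0.997 here. None of the alternatives set before the data were examined closed the gap, the genes of Supplementary Table S9 giving 0.995. The text attaches the lower of its coefficients to *Celf1* +/+ replicates, while over the genes of Supplementary Table S9 the lower value here was that of *Celf1* −/− replicates, at 0.911.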

Other observations

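The test of FPKM scaling and the comparison of splits were chosen only after the results they measure were seen, and so were the comparisons of the lowest and highest libraries and of same-numbered libraries for atrial genes. The other tests were written down before they were run.

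Celf2 mRNA measured 18.3 ± 0.382 FPKM in *Celf1* −/− and 13.6 ± 0.594 FPKM in *Celf1* +/+ ventricles at PN3 (SD, n = 2 each). The log2 fold change was 0.51 (standard error 0.0656, adjusted p = 0.080 from edgeR's quasi-likelihood test). The gene passed FDR 0.05 in the exact test and in DESeq2.

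Of the splits of the 4 PN3 libraries into 2 and 2 that part both same-numbered pairs, 1 of 2 gave as many genes at FDR 0.05, the real one. The other such split gave 0 genes (86 with an unadjusted p under 0.05), and the split that keeps same-numbered libraries together gave 0 genes (208 with an unadjusted p under 0.05), against 7 and 2955 for the genotypes. In the exact test these splits gave 3, 15 and 758 genes. With so few splits the share cannot fall under 0.05. Log2 fold changes at PN3 had a Spearman rho of −0.0173 with transcript length across genes, which are not independent replicates. That value bears on the direction of the changes and not on which genes pass a threshold. The median transcript length was 2411 bases for genes lower and 2534 bases for genes higher in the exact test at 1.5 fold, against 2685 bases for all tested genes. An effect of gene length on which genes pass was not tested.

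*Nppa*, *Bmp10* and other atrial genes were higher in *Celf1* −/− hearts. *Bmp10* measured 3.55 and 12.4 FPKM in *Celf1* −/− and 0.19 and 2.61 FPKM in *Celf1* +/+ libraries. Atrial tissue left on the ventricles would make other atrial markers follow *Bmp10*. Of 10 other atrial marker genes with a name, 0 had the 4 libraries in the order of *Bmp10* and 1 was higher in both *Celf1* −/− than in both *Celf1* +/+ libraries. However, 4 of the 10 had their lowest and highest values in the same libraries as *Bmp10*, and 7 of the 10 were higher in replicate 2 of both genotypes, against 42.3% of all tested genes. Within same-numbered libraries, 5 of the 10 were higher in *Celf1* −/− in both pairs, as *Bmp10* was, against 33.3% of all tested genes. Markers carry a name only if Supplementary Table S9 lists them as changed, so they are not directly comparable with all tested genes. *Nppa* did not share this order, at 1857 and 1763 FPKM in *Celf1* −/− and 559 and 453 FPKM in *Celf1* +/+ libraries. The increase in *Bmp10* cannot be told apart from a difference in atrial tissue between libraries.

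*Hbb-b1* measured 221 and 370 FPKM in *Celf1* −/− and 894 and 846 FPKM in *Celf1* +/+ libraries, and shares reads with near-identical globin genes. The other globin genes with a name, *Hba-a2* (log2 ratio −0.99) and *Beta-s* (log2 ratio −0.97), were also lower in both *Celf1* −/− than in both *Celf1* +/+ libraries. Less residual blood in the *Celf1* −/− ventricles would lower other erythroid genes. Of 18 erythroid marker genes other than globins, 3 carry a name, with log2 ratios of −0.80 (*Alas2*), 0.15 (*Slc4a1*) and 0.92 (*Spna1*), which is too few for the comparison. The unnamed markers are not listed under their symbols for PN3 in Supplementary Table S9, and their levels are unknown. Residual blood therefore cannot be told apart from a change in expression.

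Circadian genes were lower in *Celf1* −/− hearts, which could follow if the 2 genotypes were dissected at different clock times. Clock genes that peak in the opposite phase would then rise, but 0 of the 5 chosen for that test carry a name. They are thus not listed under their symbols for PN3 in Supplementary Table S9, and their levels are unknown. *Per2*, which was not among the genes called as lower, had a log2 ratio of 0.24. The decrease cannot be told apart from a difference in the time of dissection.

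More genes fell than rose between PN3 and PN38 by FPKM, at a ratio of 3.08 genes lower to 1 higher at 2.0 fold without a test. With TMM-normalized counts the ratio was 0.884, and with FPKM rescaled to an equal median it was 0.835. Both of these scalings move the middle of the distribution towards 0, which lowers the ratio whatever the cause, so the excess of genes that fell cannot be told apart from FPKM scaling to the total of each library. The 10 most abundant genes took 17.0% of the counts at PN38 and between 8.99% and 9.84% in the PN3 libraries.

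Fold changes of the cell cycle genes followed their 3′ UTR CLIP tags. With log2 mean FPKM held constant, the partial correlation across the 31 genes was 0.386, against 0.489 without. No test or spread was computed for the partial correlation. How much of the relation the expression level of the genes in the heart accounts for was therefore not settled. Log2 mean FPKM itself had a correlation of 0.544 with 3′ UTR tags. Over the 4 pairs of single libraries, r ran from 0.0475 to 0.374. Fold changes from single libraries carry more noise, which lowers r whether or not the relation is real, so these values could not settle whether it comes from noise of single libraries. Genes are not independent replicates in these correlations.

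Across 12483 genes, changes in the *Celf1* −/− hearts ran opposite to the changes between PN3 and PN38, with a Pearson r of −0.17. Both contrasts share the *Celf1* +/+ libraries at PN3, whose noise would push r upwards. With a different *Celf1* +/+ library at PN3 in each contrast, r was −0.20 and −0.19, a comparison that could not have removed a negative r. These correlations are across genes, which are not independent replicates, and PN38 has 1 library. A difference in maturity between the genotypes is a hypothesis that was not tested further.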
